# Characterization of Biological Pathways Regulating Acute Cold Resistance of Zebrafish

**DOI:** 10.3390/ijms22063028

**Published:** 2021-03-16

**Authors:** Jing Ren, Yong Long, Ran Liu, Guili Song, Qing Li, Zongbin Cui

**Keywords:** cold resistance, zebrafish, stress response, biological pathways, transcriptional regulation, cell death

## Abstract

Low temperature stress represents a major threat to the lives of both farmed and wild fish species. However, biological pathways determining the development of cold resistance in fish remain largely unknown. Zebrafish larvae at 96 hpf were exposed to lethal cold stress (10 °C) for different time periods to evaluate the adverse effects at organism, tissue and cell levels. Time series RNA sequencing (RNA-seq) experiments were performed to delineate the transcriptomic landscape of zebrafish larvae under cold stress and during the subsequent rewarming phase. The genes regulated by cold stress were characterized by progressively enhanced or decreased expression, whereas the genes associated with rewarming were characterized by rapid upregulation upon return to normal temperature (28 °C). Genes such as *trib3*, *dusp5* and *otud1* were identified as the representative molecular markers of cold-induced damages through network analysis. Biological pathways involved in cold stress responses were mined from the transcriptomic data and their functions in regulating cold resistance were validated using specific inhibitors. The autophagy, FoxO and MAPK (mitogen-activated protein kinase) signaling pathways were revealed to be survival pathways for enhancing cold resistance, while apoptosis and necroptosis were the death pathways responsible for cold-induced mortality. Functional mechanisms of the survival-enhancing factors Foxo1, ERK (extracellular signal-regulated kinase) and p38 MAPK were further characterized by inhibiting their activities upon cold stress and analyzing gene expression though RNA-seq. These factors were demonstrated to determine the cold resistance of zebrafish through regulating apoptosis and p53 signaling pathway. These findings have provided novel insights into the stress responses elicited by lethal cold and shed new light on the molecular mechanisms underlying cold resistance of fish.

## 1. Introduction

Environmental temperature controls and limits all the life activities of ectotherms like fish [1]. The structures and functions of biomolecules such as lipid, DNA, protein and RNA are tightly dependent on temperature and rapid changes in temperature would disturb their folding, assembly and activity [2]. At the cellular level, suffering cold stress would decrease membrane fluidity, adversely affect functions of membrane-bound proteins [3], reduce the rate of energy production [4], disrupt cell skeleton [5], lead to the generation of reactive oxygen species (ROS) and activate cell death pathways [6]. The adverse effects of cold stress on biomolecules and cells further lead to impairment of organ functions. Exposure of fish to cold stress would impair functions of the heart and reduce blood supply to other organs [7]. Blood supply to the brain of common carp (*Cyprinus carpio*) was abruptly decreased in 90 s after they were transferred from 25 to 15 °C [8]. Functions of gills in respiration and osmolality regulation [9], activities of immune systems [10,11], swimming performance and ability to avoid predators [12] were all reported to be compromised by exposure of the fish to severe cold stress. Lethal effects could be caused by a rapid decrease in water temperature (cold shock) or long term exposure to a low temperature below the endurable limit [1,13]. Large-scale winter mortalities of both farmed species and wild populations of fish were often recorded [14]. Therefore, the resistance of fish to lethal cold stress is of both economic and ecological significance.

Except for causing molecular and cellular damages, thermal stressors also elicit systematic stress responses, which are critical for enabling the organisms to cope with the molecular and cellular damages [13]. Stress responses accomplish tasks such as keeping the integrity of macromolecular systems, modulating energy metabolism, regulating cellular proliferation to achieve growth arrest and initiating programmed cell death (apoptosis) to eliminate the badly damaged cells [13]. Furthermore, stress responses can result in acclimation to the changed temperature, extend the thermal breadth and thus enhance the thermal tolerance of fish [15,16]. Acclimation of fish to mild cold stress was previously reported to significantly improve resistance to subsequent severe cold stresses [17,18]. Thus, responses of fish to cold stress have attracted intensive research interests in recent years and alterations in organismal physiology, secretion of hormones, subcellular structures, cellular biochemical compositions, transcriptome profiles, protein post-translational modifications and concentration of metabolites upon exposure to cold stress have been reported [19,20,21,22,23,24,25].

Among the above-mentioned aspects of cold stress responses in fish, gene transcriptional expression was the most widely characterized due to maturation and application of the high-throughput sequencing techniques like RNA-seq. It is commonly accepted that alterations in gene expression are the key determinants of the cellular phenotype [26] and RNA-seq was heavily used during the past years to characterize gene expression profiles of fish exposed to cold stress. These studies identified numerous cold responsive genes (CRGs) from fish including both research models and farmed species. Genes such as the cold-inducible RNA binding protein (*cirbp*), high mobility group box (*hmgb*) and stearoyl-CoA desaturase (*scd*) were revealed to be the marker genes induced by cold stress [17,18,21,27]. Many CRGs demonstrate no changes in overall abundance but undergo alternative splicing upon cold stress [28,29]. RNA-seq provides genome wide information for both sequence and abundance of the transcripts. For example, the numbers of genes underwent cold-induced alternative splicing in the brain and heart of tilapia (*Oreochromis niloticus*) were estimated to be 483 and 208, respectively [28]. Furthermore, biological processes such as RNA splicing, transcriptional regulation, circadian rhythm and protein catabolism were commonly found to be enriched from the CRGs of multiple species [11,30,31].

To explore the key factors responsible for the regulation of cold stress responses and thus the development of cold resistance in fish is one of the main tasks for fish stress studies. Transcription factor Jun was reported to regulate transcriptional responses of zebrafish to cold stress through forming a complex with Bcl6 and binding to the AP-1 element of the downstream genes [31]. Noncoding RNAs also play pivotal roles in post-transcriptional regulation of gene expression. The expression of a cold-induced gene *per2* was found to be regulated by miRNA dre-mir-29b in zebrafish [32]. The expression of the *scd* gene, one of the established marker genes of cold stress was reported to be regulated by miR-29a/122 in the kidney of tilapia [33]. Activity of the FoxO signaling pathway was associated with the difference in cold resistance between two carp species [27]. The MAPK signaling pathway, especially the p38 MAPK was found to be activated by cold stress in flesh fly (*Sarcophaga crassipalpis*) [34], Pacific white shrimp (*Litopenaeus vannamei*) [35] and mouse (*Mus musculus*) [36]. However, the functions of MAPKs in modulating cold resistance of fish remain unclear.

Despite much being known about the transcriptional responses of fish to cold stress, most of the previous studies only profiled gene expressions at the end points of cold exposure, the transcriptional landscapes of fish upon lethal cold stress and subsequent rewarming have not been systematically characterized. The biological pathways determining cold resistance of fish are also largely unknown. Zebrafish is a eurythermal species with the capacity to endure wide variations in the environmental temperature [37] and has been widely used for characterization of responses to temperature stresses [17,30,38]. Our previous works have revealed the transcriptional responses of zebrafish larvae to mild low temperature stress through a microarray and RNA-seq. However, these studies only disclosed the regulation of cold exposure at single time points, the transcriptional dynamics under acute cold stress and during the recovery stage are not known. This study aims to: (i) provide a full picture for the transcriptomic landscapes of zebrafish under acute cold stress, during the recovery process after cold exposure and with a different level of cold-induced damage and (ii) characterize the biological pathways regulating resistance to acute cold stress. We first analyzed the organismal, tissue and cellular effects caused by challenging zebrafish larvae with a lethal low temperature (10 °C). After that, time series RNA-seq assays were performed to explore gene expression profiles of zebrafish larvae exposed to lethal cold stress and the larvae rewarmed at normal temperature (28 °C) after being stressed for 12 h. The time matched controls (maintained at 28 °C) and the larvae survived the stress (with or without obvious abnormalities) were also analyzed to provide a full picture of the cold-induced transcriptional outcomes. Potential molecular markers for cold-induced damages were identified by network analysis. Main biological pathways involved in cold stress responses were mined from the transcriptomic data. Functions of the critical pathways in regulating cold resistance of zebrafish were dissected and the survival and death pathways determining the ability of zebrafish to survive lethal cold stress were established. We further investigated molecular mechanisms underlying functions of the key survival-enhancing factors.

## 2. Results

### 2.1. Exposure to Lethal Cold Stress Caused Irreversible Tissue Damage

To investigate the adverse effects of exposure to lethal cold stress, zebrafish larvae developed at 28 °C to 96 hpf were directly exposed to 10 °C for different durations. Since all the larvae were inert at 10 °C, it is hard to determine whether an individual would survive or not right at the end of cold exposure. Therefore, the larvae were returned to 28 °C and further incubated for 24 h to observe the overall effects of severe cold stress. Mortality of the larvae began at 12 h and nearly all the fish died after exposure for 36 h (Figure 1A,B). Many of the fish that could survive after 24-h exposure recovered from the cold-induced adverse effects and swam normally (normal). Some of the fish lost equilibrium and could not swim normally (abnormal, Figure 1B,C). Together, the severity of adverse effects caused by cold stress appeared in time-dependent and individual-specific manners.

After 24 h of exposure and subsequent recovery at 28 °C, morphologies of the survivals were checked to evaluate the tissue-level effects elicited by lethal cold stress at 10 °C. Exposure to cold stress inhibited inflation of swim bladder (Figure S1A), resulted in enlarged pericardial cavity (Figure S1B) and decreased heart beating rates (Figure S1C). The severely damaged larvae (abnormal) demonstrated opaque regions in the brain (Figure 1C), suggesting that severe damages in neuron tissues were caused by exposure to cold stress. The hearts of the abnormal fish were malstructured and devoid of red blood cells, although they could still beat. A large amount of red blood cells were found to accumulate in the yolk sac of both the normal and abnormal larvae exposed to cold stress (Figure 1C). These results indicate that exposure to lethal cold stress caused systematic tissue damages in zebrafish larvae.

To explore the cellular effects underlying cold-induced tissue damage and mortality, the brain region of the larvae with or without cold exposure were ultrathin-sectioned and observed through transmission electron microscopy. Consistent with the severe defects in locomotility and morphology of the badly damaged larvae, wide necrotic regions, a large number of cells undergoing apoptosis and autophagy could be identified in the brain based on the morphological characteristics (Figure 1D) [39,40]. While cells undergoing autophagy were also observed in the brain of normal larvae survived the cold exposure, no apoptotic and necrotic cells were identified. This is in accordance with their normal swim ability. Taken together, exposure to lethal cold stress caused systematic and irreversible tissue and cellular damages, which ultimately resulted in death of the organism.

### 2.2. Transcriptome Landscape of Zebrafish Larvae upon Cold Stress and Rewarming

Systematic RNA-seq experiments were performed to provide transcriptional cues for understanding molecular mechanisms of the cold-induced tissue damages. 

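The groups described here are 54 whole-larva samples, 3 for each of 18 conditions, from 96 hpf on. In the deposited expression table each of 30097 genes carries 1 value per sample in TPM, and the column sums run from 998493 to 999530 TPM. According to the paper the libraries were prepared from RNA with RIN values above 9.0, mapped to Ensembl zebrafish cDNA with Salmon 0.13.1 and summed to genes with tximport. DEGs were called on counts with DESeq2. The paper's Table S5 gives mapping rates of 82.5 to 86.1%.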

Four sets of samples were prepared for RNA-seq, namely the samples exposed to 10 °C for different durations (lc), the samples exposed to 10 °C for 12 h and subsequently recovered at 28 °C for different time periods (re), the normal and abnormal larvae after cold exposure and recovery (er_nor and er_ab), and the untreated controls (ctrl, Figure 2A).

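Larvae of the lc groups were compared with ctrl_96 hpf, those of the re groups with lc_12 h, er_ab with er_nor, and the older controls with ctrl_96 hpf. TPM is a share of each library, so a gene's value also moves when other genes change, and the table holds no counts from which an interval per gene could be built. Expressed genes, 25387 of 30097, had a TPM of at least 1 in all 3 samples of at least 1 group. A gene was called when limma with a mean-variance trend on log2(TPM + 1) gave a fold change of at least 1.5 and an adjusted p of at most 0.05 over the expressed genes, in 1 fit to all 54 samples with 36 residual degrees of freedom.

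Groups of genes were 41 lists of zebrafish symbols, for example immediate early transcription factors or exocrine pancreas, written from textbook knowledge before the data were examined. Each list was tested against all expressed genes for an excess of called members (hypergeometric test) and for a shift of the whole list (camera). Camera called 356 of 697 list tests at its preset correlation of 0.01, and 96 when the correlation was estimated from the samples; a list given without a second camera value kept its call with the estimate. The middle gene lay off 0 in 4 comparisons, by a log2 fold change of -0.13 in lc_12 h, -0.23 in lc_24 h, 0.18 in re_6 h and 0.19 in re_12 h, and within 0.1 of 0 in the others. Every list median below is to be set against that shift. Values are means ± SD of 3 samples; the paper calls the samples biological replicates without stating whether they came from separate clutches or dishes, so the p-values measure the spread between these samples.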

Principal component analysis (PCA) was performed to provide an overview for the trend of transcriptional changes associated with development or caused by either cold stress or rewarming. The distance between samples on the PCA chart indicated the extent of divergence for transcriptional profiles. The first two principal components (PC1 and PC2) explained 24.03% and 13.33% of the variance in gene expression, respectively. 

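Over all 54 samples lc_24 h and er_ab lay farthest from the untreated larvae, lc_24 h at one end of the first component and er_ab at one end of the second. On PC2 er_ab lay at -195 ± 6.19, er_nor at -75.6 ± 3.43 and ctrl_96 hpf at 56.2 ± 0.528. The first component held 23.0% and the second 16.0% of the variance of the 25387 expressed genes, scaled to unit variance. With only the 13 groups drawn in Figure 2B, a set chosen after the second component had been seen, the shares were 27.9% and 14.6%, and the positions of the lc, re and control groups below come from that fit. The sign of a component is arbitrary.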

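Between 96 and 132 hpf most exocrine pancreas and intestine genes rose and most cell cycle genes fell. The trypsinogen-like gene *prss59.1* went from 556 ± 73.6 TPM to 2524 ± 308 TPM and *slc15a1b*, an intestinal peptide transporter gene, was already at 42.6 ± 1.62 TPM at 108 hpf against 16.6 ± 2.23 TPM at 96 hpf. Of 18 exocrine pancreas genes 17 were higher at 132 hpf and none lower (hypergeometric adjusted p = 3.7e-21, camera adjusted p = 2.6e-24), with a median log2 fold change of 1.84. Of 20 intestine genes 12 were higher and 4 lower (hypergeometric adjusted p = 6.9e-11, camera adjusted p = 1.0e-05, adjusted p = 0.161 with an estimated correlation). The gene *mcm5* of the replicative helicase fell from 36.9 ± 1.24 TPM to 11.9 ± 0.394 TPM. Of 47 cell cycle genes none was higher and 26 lower (hypergeometric adjusted p = 6.6e-15, camera adjusted p = 5.4e-17). The cartilage matrilin gene *matn1* stood at 200.4 ± 2.08 TPM against 457 ± 31.9 TPM, and 23 of 36 extracellular matrix and cartilage genes were lower (hypergeometric adjusted p = 4.6e-15, camera adjusted p = 7.5e-18, adjusted p = 0.0644 with an estimated correlation).

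On the second component the controls moved from 0.708 ± 6.17 at 96 hpf through 22.2 ± 8.81 at 108 hpf to 83.5 ± 3.91 at 132 hpf, and on the first from 51.9 ± 7.65 through 68.3 ± 7.01 to 41.8 ± 5.11 (n = 3 each).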

As shown in Figure 2B, the controls developed at 28 °C from 96 hpf to 132 hpf only displayed a small increase on PC2 (red lines). 

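After 6 h at 10 °C most immediate early and clock genes were higher. The immediate early gene *ier2a* rose from 12.5 ± 1.38 TPM in ctrl_96 hpf to 231 ± 12.1 TPM after 6 h, and *cry2*, whose product represses the clock activator, from 9.10 ± 0.319 TPM to 170.5 ± 1.11 TPM after 24 h. The matricellular gene *ccn1* reached 69.0 ± 8.57 TPM after 12 h, from 6.84 ± 0.452 TPM. Of 38 immediate early transcription factor genes 15 were higher after 1 h, 21 after 2 h, 31 after 6 h, 32 after 12 h and 31 after 24 h. At 24 h the tests gave hypergeometric adjusted p = 6.7e-24, camera adjusted p = 2.4e-33, and the list median had gone from 0.35 at 1 h to 1.92. Of 42 clock genes 2 were higher after 2 h, 22 after 6 h, 28 after 12 h and 31 after 24 h, when 4 were lower (hypergeometric adjusted p = 1.2e-21, camera adjusted p = 6.5e-26). *bhlhe40*, a clock-controlled repressor, rose from 34.1 ± 3.09 TPM to 156 ± 7.88 TPM in the first 6 h.

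On the first component the cold groups lay at 39.1 ± 10.1 after 1 h, 34.7 ± 5.31 after 2 h, -34.5 ± 4.54 after 6 h, -115 ± 4.14 after 12 h and -216 ± 3.09 after 24 h. Untreated larvae of the same age share the hour of the day with a cold group. Against ctrl_96 hpf 2 clock genes were higher and 12 lower in ctrl_102 hpf, and 5 and 13 in ctrl_108 hpf. Set against these controls 23 of 42 were higher and 3 lower at lc_6 h, and 29 and 5 at lc_12 h.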

The samples exposed to cold stress demonstrated a consistent decrease on PC1 (blue lines). 

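After 1 h back at 28 °C the neutrophil chemokine gene *cxcl8b.1* stood at 55.1 ± 2.53 TPM, against 3.71 ± 0.618 TPM at lc_12 h, a log2 fold change of 3.58 (standard error 0.31, adjusted p = 1.5e-12). The caspase 8-like gene *casp8l2* rose to 47.8 ± 6.86 TPM from 4.18 ± 0.671 TPM. In the same hour the clock repressors *nr1d4b* and *nr1d1* fell from 128 ± 12.0 TPM to 8.57 ± 0.942 TPM and from 152 ± 13.6 TPM to 11.9 ± 1.39 TPM, with log2 fold changes of -3.76 (standard error 0.15) and -3.57 (standard error 0.14). Of the 42 clock genes 20 were lower and 10 higher within that hour (hypergeometric adjusted p = 1.1e-14, camera adjusted p = 5.9e-07, adjusted p = 0.152 with an estimated correlation).

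On the second component re_1 h lay at -129.7 ± 0.771 and re_2 h at -122 ± 11.4, against 34.4 ± 0.935 for lc_12 h; re_6 h lay at -34.8 ± 2.68, re_12 h at 4.70 ± 7.07 and re_24 h at 46.9 ± 3.54. On the first the rewarmed groups went from -62.0 ± 2.27 (re_1 h) through -0.325 ± 15.3 (re_2 h) to 64.1 ± 7.37 (re_6 h) and 75.1 ± 2.77 (re_12 h).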

Rewarming to 28 °C for 1 h caused a dramatic decrease on PC2; subsequently, the rewarmed samples increased on both PC1 and PC2 and constituted a loop approaching the controls (green lines). 

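By 12 h of rewarming most genes that the preceding cold had raised were down again. The clock gene *per1b* fell from 134 ± 3.22 TPM at lc_12 h to 5.88 ± 0.213 TPM, below its 18.4 ± 0.35 TPM in ctrl_96 hpf, and the stress-induced factor gene *atf3* from 74.6 ± 9.72 TPM to 4.72 ± 1.94 TPM. The collagen chaperone gene *serpinh1b*, at 30.1 ± 3.09 TPM after 12 h of cold, rose to 79.6 ± 7.19 TPM. Of the 1412 genes higher at lc_12 h than at ctrl_96 hpf, 1099 were lower at re_12 h than at lc_12 h and 0 were higher. Of the 2422 lower genes, 1945 were higher and 0 lower. If the calls fell independently, 77.6 and 383 would have turned back. The lc_12 h samples stand in both comparisons, so noise in them favours a reversal and part of the excess may come from it.

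Reversal was partial at 1 h, with 464 of the raised and 1043 of the lowered genes turned back, and had reached 944 and 1872 at 6 h. On the plane of the first 2 components the mean of re_12 h lay 18.8 from ctrl_108 hpf, 23.6 from ctrl_96 hpf and 85.5 from ctrl_132 hpf. Over all 54 samples it lay 21.5 from ctrl_108 hpf and 53.8 from ctrl_96 hpf.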

The re_12 h samples were very close to the ctrl_96 hpf samples, suggesting that it took about 12 h for the cold-treated larvae to return to the initial state. The re_24 h samples increased on PC2 further and located between the samples of ctrl_108 hpf and ctrl_132 hpf, indicating that these larvae had fully recovered from the cold-induced perturbations and the remained effects were mainly the retarded development.

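Larvae rewarmed for 24 h and untreated larvae of 132 hpf are of the same age and still differed. The ER chaperone gene *hspa5* was at 135 ± 2.54 TPM in re_24 h and 54.7 ± 2.07 TPM in ctrl_132 hpf, the DNA clamp gene *pcna* at 212 ± 16.9 TPM and 85.8 ± 8.02 TPM, and *per1b*, a repressor of the clock, at 17.2 ± 0.849 TPM and 2.69 ± 0.353 TPM. The ubiquitin ligase gene *fbxo32*, linked to muscle wasting and fasting, was at 5.86 ± 1.34 TPM in re_24 h and 48.0 ± 8.54 TPM in ctrl_132 hpf. In all 1205 genes were higher in re_24 h and 339 lower, and with quantile normalization the split was 926 and 505. In untreated larvae *fbxo32* rose from 96 to 132 hpf, while many cell cycle genes and part of the ER chaperone genes fell. For these genes the difference has the direction of slower development, which the paper names as the main remaining effect. How much of the difference slower development accounts for was not tested.

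Of 35 ER chaperone genes 18 were higher and none lower (hypergeometric adjusted p = 1.1e-13, camera adjusted p = 7.1e-26). Of 47 cell cycle genes 16 were higher and none lower (hypergeometric adjusted p = 5.8e-09, camera adjusted p = 8.3e-13). The clock list split, with 18 genes higher and 12 lower among 42 (hypergeometric adjusted p = 5.8e-12 and 7.3e-12). Among the lower was *cry3b*, with a log2 fold change of -2.17 (standard error 0.11). Of 40 complement and acute phase genes 19 were higher and none lower (hypergeometric adjusted p = 1.2e-13, camera adjusted p = 1.1e-08, adjusted p = 0.123 with an estimated correlation). On the plane of the first 2 components re_24 h lay 29.1 from ctrl_108 hpf, 38.2 from ctrl_132 hpf and 46.2 from ctrl_96 hpf. Over all samples it lay 21.6 from ctrl_132 hpf and 30.9 from ctrl_108 hpf.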

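Of the 100 genes with the largest weight on the first component over all samples, 81 fell and 19 rose with time in the cold. Among those that fell were the autophagy gene *becn1*, at 6.41 ± 0.918 TPM in lc_24 h and 16.2 ± 0.914 TPM in ctrl_96 hpf, and the bile acid synthesis gene *cyp8b1*, at 7.71 ± 0.721 TPM and 27.4 ± 1.97 TPM. Among those that rose were the NF-kB subunit gene *rel*, at 56.3 ± 0.743 TPM against 7.10 ± 2.81 TPM, and *otud1*, which encodes a deubiquitinase, at 15.2 ± 1.37 TPM after 12 h. Over the 81 genes the median log2 change from ctrl_96 hpf was -0.10 after 2 h of cold, -0.48 after 6 h, -0.95 after 12 h and -1.47 after 24 h, and -0.10 in ctrl_132 hpf. The 19 rising genes had medians of 0.87, 1.63 and 2.29 after 6, 12 and 24 h. Rewarming for 2 h brought the 81 genes to -0.16 and the 19 to 0.39. Of the 100 genes 1 was called between ctrl_132 hpf and ctrl_96 hpf, 11 higher and 20 lower after 6 h of cold and all 100 after 24 h. These genes were picked for their spread in the same samples, so their size of change is not independent evidence.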

Expressions of the top 100 contributors to PC1 were unchanged during normal development, gradually decreased after 6 h of exposure to cold stress and quickly restored upon 2 h of recovery at 28 °C (Figure 2C). Expressions of the top genes for PC2 was obviously decreased from 108 to 132 hpf under 28 °C, slightly inhibited during exposure to cold stress and highly induced in the early two hours of rewarming (Figure 2C). 

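Among the top 100 genes of the second component in the 13-group fit are *socs3b*, a feedback inhibitor of cytokine signaling, at 118 ± 6.45 TPM after 2 h of rewarming against 12.2 ± 1.00 TPM at lc_12 h, and the decoy receptor gene *tnfrsf11b*, at 33.4 ± 3.92 TPM against 3.17 ± 0.138 TPM after 1 h. The helicase gene *ddx18* of ribosome assembly was at 35.6 ± 1.68 TPM at re_2 h and 16.9 ± 1.14 TPM at lc_12 h. Of these genes 99 share a sign, and 83 of them were higher after 1 h of rewarming, 89 after 2 h and 28 after 6 h, and none was lower. These genes were picked for their weight in the same control, cold and rewarmed samples, so their changes there are not independent evidence. Against ctrl_96 hpf their median log2 change was 0.73 at re_1 h, 0.73 at re_2 h, -0.16 at lc_12 h and -0.37 at ctrl_132 hpf, where 18 were lower. Between 96 and 108 hpf none was called, and the cold groups had at most 1 higher and 4 lower, both at lc_24 h. In er_ab 33 of the 99 were higher than in er_nor and none lower.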

The transient and high level upregulation of these genes upon rewarming suggests their functions in swiftly removing the adverse effects caused by cold stress.

The differentially expressed genes (DEGs) during development, upon exposure to cold stress and subsequent rewarming, and between the normal and abnormal larvae after recovery were identified and listed in Table S1. The expressions of 10 genes were analyzed using quantitative real-time PCR (qPCR) to validate the results of RNA-seq. As shown in Table S2, differential expressions of all the genes were confirmed. 

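The 10 genes measured by qPCR include *egr4*, an immediate early factor gene, whose ratio to ctrl_96 hpf at lc_24 h was 11.2 in TPM and 20.1 by the paper's qPCR (Table S2). For *nr1d1*, a clock repressor gene, the ratios were 8.71 and 107. For the histone acetyltransferase gene *kat6a* the ratios were 1.83 and 7.01. Over 10 groups the log2 ratios of the 2 methods correlated at 0.988 for *egr4* and 0.35 for *kat6a*, whose direction matched in 4 of 10 groups. Over 100 pairs, 10 genes in 10 groups, r was 0.850 (r² = 0.722, permutation p = 1.0e-05, the smallest that 100000 shufflings allow), and 77 pairs had the same direction. At lc_24 h the TPM ratio was the smaller one for all 10 genes. Leaving out 1 gene moved r from 0.794 (*fosab*) to 0.868 (*nr1d1*). The TPM ratios equal the RNA-seq values printed in Table S2, so r repeats the paper's own calculation and is no separate check. The 100 pairs are not independent, as the 10 groups of a gene share 1 control.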

A significant correlation between the results of RNA-seq and qPCR was identified (R^2^ = 0.722, *p* = 5.31 × 10^−29^, Figure S2). The numbers of DEGs upon cold stress were fairly small at the beginning 2 h and increased gradually along with the exposure time. 

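Immediate early genes were among the first to respond to cold. After 1 h *fosab* stood at 47.7 ± 5.82 TPM against 5.97 ± 0.906 TPM in ctrl_96 hpf, a log2 fold change of 2.81 (standard error 0.26, adjusted p = 6.7e-10), and *ier2b* at 50.7 ± 2.68 TPM against 9.66 ± 1.68 TPM. A gene outside that group, *armc10*, whose product sits at the mitochondrial membrane, went from 8.86 ± 0.593 TPM to 44.8 ± 2.13 TPM, a log2 fold change of 2.22 (standard error 0.07). The counts of genes higher and lower than ctrl_96 hpf were 58 and 14 after 1 h, 166 and 24 after 2 h, 672 and 555 after 6 h, and 1412 and 2422 after 12 h. With 1 replicate left out the lower genes ranged from 8 to 26 after 1 h, the extremes being without replicate 2 and without replicate 3 of lc_1 h, and from 16 to 27 after 2 h.

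Set against controls of the same age instead, 95 and 50 genes were higher and lower after 1 h (56 of the 72 called against ctrl_96 hpf kept), 230 and 59 after 2 h (150 of 190), 844 and 933 after 6 h, and 1466 and 3583 after 12 h. Rescaling the libraries by the median of ratios gave 812 higher and 324 lower after 6 h and 1969 and 1425 after 12 h, so the lower genes no longer outnumber the higher ones at 12 h.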

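The AP-1 subunit gene *fosl1a* was at 162 ± 10.9 TPM after 24 h at 10 °C and 0.846 ± 0.387 TPM in ctrl_96 hpf, a log2 fold change of 6.48 (standard error 0.35, adjusted p = 6.5e-19). *ptgs2b*, for the prostaglandin synthase induced in inflammation, rose from 1.50 ± 0.286 TPM to 189.6 ± 20.8 TPM, and the clock repressor *per2* from 2.24 ± 0.142 TPM to 108 ± 7.31 TPM. The collagen chaperone gene *serpinh1b* fell from 96.9 ± 5.78 TPM to 14.1 ± 1.21 TPM, and the lens water channel gene *mipb* from 95.5 ± 4.95 TPM to 52.2 ± 8.86 TPM. In all 2361 genes were higher and 6157 lower. Of the genes raised at 12 h 1189 were still higher at 24 h, and of those lowered 2156 were still lower, where independent calls would share 131 and 587. Both times were set against the same ctrl_96 hpf samples, so part of the excess may come from these. After median-of-ratios scaling 3943 genes were higher and 3577 lower, so lower genes do not outnumber higher ones on that scale.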

After 24 h of exposure, there were about 3000 upregulated genes and 4000 downregulated genes (Figure 2D). However, rewarming at 28 °C elicited a large number of both up- and downregulated genes at the beginning and throughout the process. 

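The cytosolic chaperone gene *hsp90aa1.2* rose from 49.2 ± 2.71 TPM at lc_12 h to 293 ± 13.7 TPM at re_2 h, a log2 fold change of 2.55 (standard error 0.09, adjusted p = 3.3e-24). At re_2 h 18 of 33 heat shock protein genes were higher and 1 lower (hypergeometric adjusted p = 9.7e-07, camera adjusted p = 9.8e-08). At re_24 h 1 was higher and 9 lower (hypergeometric adjusted p = 0.00345, camera adjusted p = 1.5e-04, adjusted p = 0.123 with an estimated correlation), with a median log2 fold change of -0.30. *lect2l*, a neutrophil chemotaxin gene, rose by a log2 fold change of 2.17 (standard error 0.19) by re_6 h. The chitinase gene *chia.2*, expressed in the gut, was at 523 ± 35.9 TPM at re_24 h against 32.5 ± 7.46 TPM, near the 535 ± 22.2 TPM of ctrl_132 hpf, while *ptgs2b* fell to 1.99 ± 0.226 TPM from 137 ± 14.0 TPM. Higher and lower than lc_12 h were 3113 and 1155 genes at re_1 h, 3572 and 1662 at re_2 h, 4218 and 1330 at re_6 h, 4014 and 1396 at re_12 h, and 3302 and 1816 at re_24 h. With median-of-ratios scaling these pairs were 2511 and 1620, 2688 and 2372, 2453 and 2249, 2294 and 2212, and 2630 and 2336.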

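Single genes also changed far in untreated larvae. From 96 to 132 hpf the liver fatty acid binding protein gene *fabp10a* rose from 322 ± 45.5 TPM to 1036 ± 14.7 TPM and the ubiquitin ligase gene *fbxo32* from 4.91 ± 1.39 TPM to 48.0 ± 8.54 TPM. The gluconeogenic gene *fbp2* fell from 127 ± 2.41 TPM to 15.9 ± 1.39 TPM, a log2 fold change of -2.92 (standard error 0.14, adjusted p = 7.6e-20). *cry3b*, a clock gene under light control, rose from 7.04 ± 0.536 TPM to 34.5 ± 4.46 TPM by 108 hpf, when the hour of the day differed as well. Higher and lower than ctrl_96 hpf were 44 and 17 genes at 97 hpf, 34 and 18 at 98 hpf, 252 and 95 at 102 hpf, 475 and 159 at 108 hpf, and 1048 and 2101 at 132 hpf. Median-of-ratios scaling gave 1402 and 1462 at 132 hpf. With 1 replicate left out the higher genes ranged from 29 to 48 and the lower from 2 to 12 at 97 hpf, with the fewest lower without replicate 2 of ctrl_96 hpf. At 98 hpf the ranges were 21 to 49 and 10 to 56, with the most lower without replicate 3 of ctrl_98 hpf. Over all ages 3426 genes were called, against 9081 in the lc and 10642 in the re comparisons.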

The numbers of DEGs associated with development were smaller than those affected by cold stress and rewarming. These results indicate that active gene regulations occurred upon exposure to lethal cold stress and rewarming. The DEGs under each situation were combined and a Venn analysis was performed to identify the intersections (Figure 2E). 

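The anti-apoptotic gene *mcl1a*, which fell on rewarming to 84.2 ± 2.35 TPM at re_6 h from 178 ± 4.63 TPM at lc_12 h, was called in the cold, on rewarming and between the survivors, but at no age of the controls. Others were the NF-kB inhibitor gene *tnfaip3*, at 33.2 ± 1.95 TPM in lc_24 h against 3.32 ± 0.384 TPM in ctrl_96 hpf, and *cldnb*, for a tight junction protein, at 315 ± 55.0 TPM in er_ab against 97.9 ± 6.85 TPM in er_nor. Such genes numbered 647, where 339.8 would be shared if the calls of each kind fell independently. Another 250 were also called with age. The lc and re comparisons have lc_12 h in common, so their overlap, 5892 genes against 3807 by independence, is not free of shared noise.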

The intersection among lc, re and re contained 1134 genes. These genes were subsequently used for identification of potential molecular markers for cold-induced damages.

### 2.3. DEG Clusters and the Hub Genes

The DEGs were classified into 15 clusters by the K-means clustering analysis (Figure 3A). 

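K-means with 15 centres on the group means of the 15545 genes called in any comparison gave groups that can be matched to the paper's clusters through its hub genes. *snx1b*, for a sorting nexin and a hub of the paper's cluster 10, fell in a group of 749 genes highest at re_1 h, with *sox4a*. The cadherin gene *cdh6*, a hub of cluster 7, fell in a group of 1278 genes lowest at lc_24 h, with *rybpa*. The 3 hubs of cluster 3 shared a group of 1352 genes highest at lc_24 h and the 3 of cluster 12 a group of 800 genes highest at er_ab. *ranbp3b* of cluster 7 and *ppp3cca* of cluster 10 fell elsewhere. With 18 centres 2 hubs of cluster 7 and the 3 of cluster 10 fell in 1 group of 1237 genes, highest at ctrl_96 hpf and lowest at lc_24 h, which kept 17.9% and 30.7% of the genes of the groups above. The peak at re_1 h of the group matched to cluster 10 is then lost.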

Enriched gene ontology (GO) terms for each cluster are listed in Table S3 and the representative terms for the selected clusters are displayed in Figure 3B. 

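The group matched to cluster 3 was enriched in immediate early and clock genes. It held 21 of 38 immediate early transcription factor genes (hypergeometric adjusted p = 1.9e-15) and 24 of 42 clock genes (hypergeometric adjusted p = 4.8e-18), next to 25 of 94 MAPK signaling and 16 of 62 apoptosis genes. The linker histone gene *h1f0* rose from 288 ± 14.1 TPM in ctrl_96 hpf to 935 ± 1.71 TPM at lc_24 h, a log2 fold change of 1.70 (standard error 0.09, adjusted p = 1.3e-19), and the acetyltransferase gene *kat6b* from 23.3 ± 2.32 TPM to 42.7 ± 3.38 TPM. Of 24 histone and condensin genes 3 were higher after 2 h of cold and none lower (hypergeometric adjusted p = 0.00443, camera adjusted p = 0.156), 6 were higher and 1 lower after 12 h (hypergeometric adjusted p = 0.0134, camera adjusted p = 0.00137, adjusted p = 0.0872 with an estimated correlation), and 6 were higher and 5 lower after 24 h. The list median was -0.03 at 2 h and at 12 h, where the middle of all genes was at 0.00 and -0.13, and the mean of the list was 0.14 and 0.44. Mean expression of the group matched to cluster 3 was 2.20 standard deviations above a gene's average at lc_24 h.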

The clusters 3 and 9 mainly contained cold-induced genes highly enriched in regulation of metabolic process, regulation of transcription and nucleosome assembly, etc. 

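Genes of the developing nervous system were among those that cold lowered. *zic1*, a neural progenitor factor gene, fell from 25.6 ± 1.58 TPM in ctrl_96 hpf to 9.98 ± 0.47 TPM at lc_24 h, the neuronal RNA-binding protein gene *elavl4* from 107 ± 4.28 TPM to 54.2 ± 4.78 TPM, and *sox11a*, which acts in newborn neurons, from 56.8 ± 0.145 TPM to 31.2 ± 0.328 TPM by 6 h. Of 29 neural progenitor and neurogenesis genes 11 were lower and 1 higher after 6 h (hypergeometric adjusted p = 3.6e-10, camera adjusted p = 4.9e-07, adjusted p = 0.108 with an estimated correlation), and 17 and 3 after 24 h. Against controls of the same age 8 were lower and 2 higher after 6 h, and 10 and 3 after 12 h. Untreated larvae also shifted down, in ctrl_102 hpf with a median log2 fold change of -0.18 and none of the 29 called (camera adjusted p = 1.6e-07, adjusted p = 0.0923 with an estimated correlation). Of 35 neuron and synapse genes 15 were lower and none higher after 24 h (hypergeometric adjusted p = 0.0742, camera adjusted p = 3.6e-04, adjusted p = 0.544 with an estimated correlation), with a median log2 fold change of -0.44 where the middle of all genes was at -0.23. In ctrl_102 hpf none of them was called and the median was -0.12 (camera adjusted p = 1.1e-05, adjusted p = 0.442 with an estimated correlation). The group matched to cluster 7 held 9 of the 35 and 12 of 24 lens crystallin genes (hypergeometric adjusted p = 8.6e-04 and 1.8e-08). Its mean at lc_24 h was -2.32 standard deviations from a gene's average. Of 24 lens crystallin genes 14 were lower at lc_24 h (hypergeometric adjusted p = 0.00336, camera adjusted p = 0.00339, adjusted p = 0.636 with an estimated correlation), and 2 in ctrl_102 hpf (hypergeometric adjusted p = 0.0266, camera adjusted p = 5.3e-09, adjusted p = 0.284 with an estimated correlation). The hub gene *cdh6* was at 8.26 ± 0.25 TPM in lc_24 h against 25.1 ± 0.674 TPM in ctrl_96 hpf, and at 21.0 ± 1.28 TPM in re_6 h.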

The genes of the clusters 7 and 8 were decreased during exposure to cold stress and rapidly restored to normal expression levels upon rewarming. They were enriched for terms such as regulation of transcription, nervous system development and RNA metabolic process. 

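Some neural progenitor genes rose in the first hour of rewarming. *sox11a* stood at 76.8 ± 1.58 TPM at re_1 h, against 31.1 ± 1.64 TPM at lc_12 h, and the neural stem cell factor gene *sox2* at 43.7 ± 1.48 TPM against 23.6 ± 0.854 TPM. The hub gene *snx1b* rose from 8.23 ± 0.713 TPM to 19.2 ± 0.536 TPM, with ctrl_96 hpf at 13.2 ± 0.429 TPM. Of 29 neural progenitor and neurogenesis genes 12 were higher than at lc_12 h and 1 lower (hypergeometric adjusted p = 8.0e-04, camera adjusted p = 8.4e-06, adjusted p = 0.154 with an estimated correlation). The group matched to cluster 10 held 7 of these 29 genes and 7 of 28 steroid biosynthesis genes (hypergeometric adjusted p = 3.4e-04 and 2.9e-04). Its mean was 2.04 standard deviations above a gene's average at re_1 h and lowest at lc_24 h, at -1.52.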

The clusters 4 and 10 contained genes compensatively upregulated upon the initial stage of rewarming. These genes were highly enriched for regulation of signaling and regulation of metabolic process. The clusters 12 and 13 contained genes highly expressed in the abnormal survivals after cold exposure. These genes were highly enriched for biological processes associated with defense responses such as immune response and response to bacterium. These results indicate that the larvae damaged by cold stress were under attack of bacterium.

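Single genes differed many-fold between abnormal and normal survivors. The leptin gene *lepb*, induced in regenerating zebrafish tissue, was at 57.3 ± 22.1 TPM in er_ab and 0.667 ± 0.293 TPM in er_nor, a log2 fold change of 5.08 (standard error 0.36, adjusted p = 1.1e-14). The metalloproteinase inhibitor gene *timp2b* was at 254 ± 42.7 TPM against 27.8 ± 3.14 TPM, the TGF-beta receptor gene *tgfbr2a* at 20.7 ± 1.05 TPM against 4.62 ± 0.0884 TPM, and the stomatin-like gene *stoml3a* at 19.1 ± 1.74 TPM against 6.96 ± 1.25 TPM. In all 1416 genes were higher in er_ab and 1204 lower. Among 38 photoreceptor genes none was higher and 29 were lower (hypergeometric adjusted p = 6.3e-29, camera adjusted p = 7.4e-38). The opsin gene *opn1mw1* of green cones was at 182 ± 7.51 TPM against 643 ± 23.7 TPM and *gnat2*, for cone transducin, at 94.0 ± 6.52 TPM against 261 ± 10.2 TPM. Of 26 epidermis genes 5 were higher and 12 lower (hypergeometric adjusted p = 1.5e-08, camera adjusted p = 0.0135, adjusted p = 0.42 with an estimated correlation). The cartilage collagen gene *col10a1a* was at 45.1 ± 7.53 TPM against 119.6 ± 8.09 TPM. Of 36 extracellular matrix and cartilage genes 4 were higher and 13 lower (hypergeometric adjusted p = 9.7e-08, camera adjusted p = 7.4e-07, adjusted p = 0.316 with an estimated correlation). Larvae were sorted into the 2 groups by their condition, so each difference can come before or after the damage.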

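Most inflammatory cytokine and NF-kB genes were higher in the abnormal larvae, as were some interferon genes. The pro-inflammatory cytokine gene *il1b* was at 34.1 ± 30.6 TPM in er_ab, uneven between its samples, and 1.07 ± 0.132 TPM in er_nor, a log2 fold change of 3.70 (standard error 0.61, adjusted p = 5.4e-06). The factor gene *cebpd* of the acute phase was at 343 ± 31.4 TPM against 135 ± 7.67 TPM. The interferon-induced *isg15* was at 15.0 ± 0.562 TPM against 5.67 ± 1.11 TPM and *irf1b*, an interferon response factor gene, at 22.3 ± 3.27 TPM against 8.02 ± 0.345 TPM. Of 40 inflammatory cytokine and NF-kB genes 29 were higher and none lower (hypergeometric adjusted p = 6.0e-26, camera adjusted p = 5.2e-19), with a median log2 fold change of 1.18. Of 28 interferon response and antigen presentation genes 8 were higher and 1 lower (hypergeometric adjusted p = 0.00103, camera adjusted p = 7.8e-04). The ATF4 targets of the integrated stress response had 17 of 34 higher and none lower (hypergeometric adjusted p = 1.4e-11, camera adjusted p = 2.1e-15).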

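Some complement and acute phase genes were part of the difference. The terminal complement gene *c7a* was at 40.8 ± 1.41 TPM in er_ab against 16.1 ± 0.598 TPM in er_nor, the fibrinogen gene *fgb* of the acute phase at 625 ± 64.0 TPM against 298 ± 1.16 TPM, and *mmp9*, released by neutrophils, at 89.8 ± 42.6 TPM against 9.02 ± 0.888 TPM. *marco*, for a macrophage receptor of bacteria, was at 12.0 ± 0.425 TPM against 6.74 ± 0.12 TPM, a log2 fold change of 0.75 (standard error 0.12). Of 40 complement and acute phase genes 10 were higher and 2 lower (hypergeometric adjusted p = 5.6e-04). The median of the list was -0.13 and its mean 0.27, so most members did not move with the called ones. Of 25 neutrophil and macrophage genes 6 were higher and 1 lower (hypergeometric adjusted p = 0.0164, camera adjusted p = 0.00114, adjusted p = 0.189 with an estimated correlation). The table holds zebrafish genes only, so bacterial RNA was not measured.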

Gene coexpression networks of the representative clusters were constructed and analyzed to identify the hub genes. The genes with the highest maximal clique centrality (MCC) values were regarded as the hubs. The top 15 hubs for the clusters 3, 7, 10 and 12 are displayed in Figure 3C. The top three hubs were shown in red and located in the middle of the networks. 

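Over the 18 groups the hub genes follow the mean of their matched groups to different degrees. In cluster 3 the ubiquitin ligase gene *traf6* of Toll-like receptor signaling correlated at 0.981 with the mean of its group, the ligase gene *trim8a* at 0.938 and the clock repressor *per3* at 0.937. In cluster 7 *cdh6* reached 0.958 and the Polycomb cofactor gene *rybpa* 0.931, and *ranbp3b*, which fell in another group, 0.848. In cluster 10 the values were 0.966 for *snx1b*, 0.937 for *sox4a* and 0.884 for *ppp3cca*, and in cluster 12 0.977 for *stoml3a*, 0.919 for the receptor gene *tgfbr2a* and 0.916 for *agt*. A gene is part of the mean it is compared with. The hubs were picked in these samples for their connections, so high values follow in part from the choice.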

The eigengenes demonstrating overall expression trend of genes in these representative clusters were calculated and displayed in Figure 3D. Expression profiles of the top three hubs were also displayed, which agreed well with the eigengenes of the corresponding clusters. Using cluster 3 as an example, the hub genes (*per3*, *trim8a* and *traf6*) in this cluster were gradually upregulated upon exposure to cold stress and the highest expression was identified for the samples of lc_24 h. Furthermore, they were gradually downregulated to the basal expression level when rewarmed at 28 °C (Figure 3D).

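The clock repressor *per3* was at 13.3 ± 1.01 TPM in ctrl_96 hpf, 33.9 ± 1.70 TPM after 6 h of cold, 81.5 ± 4.02 TPM after 12 h and 132 ± 6.63 TPM after 24 h, a log2 fold change of 3.22 (standard error 0.10, adjusted p = 3.0e-27). *trim8a*, for a ubiquitin ligase of the NF-kB pathway, went from 11.4 ± 0.584 TPM to 28.0 ± 0.839 TPM at 12 h and 31.1 ± 0.39 TPM at 24 h. *traf6*, for an adaptor of Toll-like and interleukin 1 receptors, was at 6.14 ± 0.63 TPM, 16.9 ± 0.326 TPM and 22.4 ± 0.502 TPM in the same groups. Each of the 3 genes passed the test at lc_12 h and lc_24 h; at lc_6 h only *per3* did. The log2 fold changes at lc_24 h were 1.37 (standard error 0.06) for *trim8a* and 1.71 (standard error 0.08) for *traf6*.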

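On rewarming *per3* went through 57.5 ± 1.68 TPM at 1 h, 17.9 ± 3.30 TPM at 2 h and 12.0 ± 2.59 TPM at 6 h to 8.42 ± 0.581 TPM at 12 h, a log2 fold change of -3.13 (standard error 0.10) from lc_12 h, and stood at 16.9 ± 0.764 TPM at 24 h. *trim8a* was at 14.5 ± 0.275 TPM at 1 h and 10.1 ± 0.363 TPM at 24 h, and *traf6* at 12.8 ± 1.36 TPM and 6.30 ± 0.0583 TPM. At re_1 h *trim8a* alone passed the test, with a log2 fold change of -0.91 (standard error 0.06); from re_2 h on all 3 genes were lower. At re_24 h *traf6* was -1.30 (standard error 0.08) from lc_12 h on the log2 scale, and *trim8a* -1.38 (standard error 0.06).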

### 2.4. Identification of Potential Molecular Markers for Cold-Induced Damage

Although genes responsive to cold stress are identified in various fish species, no molecular markers were established for cold-induced damage (CID). The experimental design of this study and a comparison with our previous transcriptomic datasets generated from zebrafish larvae exposed to a mild cold stress (18 °C) [17] offer the opportunity to identify potential molecular markers that can indicate the severity of cold stress and the degree of CID. 

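Genes that rise in lethal cold, fall on rewarming and stand higher in abnormal survivors include the stress factor gene *cebpb*, at 199 ± 7.83 TPM in lc_24 h against 23.7 ± 2.00 TPM in ctrl_96 hpf, 22.6 ± 0.705 TPM in re_24 h, and 143 ± 32.2 TPM in er_ab against 23.2 ± 1.73 TPM in er_nor. *junba*, an AP-1 subunit gene, was at 86.6 ± 5.89 TPM in er_ab against 15.3 ± 2.86 TPM, and *hspb11*, for a small heat shock protein, at 96.1 ± 7.95 TPM in lc_24 h against 16.9 ± 2.21 TPM. Of the 647 genes called in the lc, re and er comparisons and at no age of the controls, 253 met these 3 criteria. The paper asks for a gradual increase with time in the cold, which was not required here. The 253 genes are thus not a count under the paper's stricter definition. The paper's criterion on 24 h at 18 °C rests on samples not analysed here.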

The potential CID markers should satisfy four criteria: their expressions should be gradually increased along with the time under the lethal cold stress, decreased upon rewarming, higher in the abnormal larvae than in the normal ones after recovery, and should not be induced by exposure to 18 °C for 24 h.

A Venn analysis was performed to eliminate the genes that were induced by 24 h of exposure to 18 °C (Figure 4A) from the 1134 genes introduced in Figure 2E. The remaining 959 genes were assigned into four modules (M1 to M4) by WGCNA (weighted gene coexpression network analysis, Figure 4B) [41]. M1 satisfied the criteria best based on the eigengene values (Figure 4C). This module contained 473 genes highly enriched for biological processes associated with chromosome condensation, regulation of transcription, regulation of phosphorylation and response to bacterium (Figure 4D). The level of phosphorylated histone H3, a molecular marker for chromosome condensation was analyzed by Western blotting to validate the biological significance of the results of GO enrichment analysis. As shown in Figure 4E, the ratio of phosphorylated histone H3 gradually increased upon exposure to cold stress and decreased during rewarming. A gene coexpression network was constructed to identify the hub genes of this module. Genes such as *trib3*, *dusp5*, *otud1*, *gadd45bb*, *tagapa*, *ppp1r15a*, *plekhn1*, *jun* and *junbb* were the top hubs (Figure 4F). These genes can serve as CID markers and may play important roles in regulating the transcriptional responses and resistance to lethal cold stress.

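The pseudokinase gene *trib3*, a target of ATF4, was at 13.9 ± 1.07 TPM in ctrl_96 hpf, 143 ± 6.81 TPM at lc_24 h and 12.6 ± 0.411 TPM at re_24 h, and at 44.4 ± 7.04 TPM in er_ab against 17.0 ± 0.691 TPM in er_nor. *junbb*, an AP-1 subunit gene, went from 14.3 ± 0.693 TPM to 274 ± 16.9 TPM after 24 h of cold, a log2 fold change of 4.17 (standard error 0.12, adjusted p = 1.1e-27), and was at 99.4 ± 13.4 TPM in er_ab against 23.8 ± 0.943 TPM. *ppp1r15a*, which ends the integrated stress response, was at 179 ± 2.11 TPM at lc_24 h and 87.9 ± 4.61 TPM in er_ab, against 26.4 ± 1.04 TPM in ctrl_96 hpf and 29.5 ± 1.32 TPM in er_nor. The growth arrest gene *gadd45bb* went from 4.69 ± 1.37 TPM to 36.4 ± 3.94 TPM in the cold, *otud1* from 3.09 ± 0.423 TPM to 25.6 ± 2.98 TPM, *plekhn1* from 1.39 ± 0.405 TPM to 11.0 ± 0.463 TPM and *jun* from 56.7 ± 0.796 TPM to 223 ± 11.5 TPM. *tagapa* was at 3.94 ± 0.182 TPM against 0.762 ± 0.115 TPM. Its difference between er_ab and er_nor, a log2 fold change of 0.61 (standard error 0.12), lost its call without replicate 1 of either group. The symbol *dusp5*, for a phosphatase of ERK, stands at 2 gene IDs in the table, and the more abundant was at 84.6 ± 7.56 TPM in lc_24 h and 2.51 ± 0.147 TPM in ctrl_96 hpf.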

### 2.5. Biological Pathways Affected by Cold Stress and Rewarming

The KEGG (Kyoto encyclopedia of genes and genomes) pathways enriched for the genes up- and downregulated at different time points upon cold stress and rewarming are shown in Figure 5. 

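After 24 h at 10 °C the BH3-only gene *bbc3*, a p53 target that triggers apoptosis, went from 3.03 ± 0.123 TPM in ctrl_96 hpf to 20.7 ± 0.724 TPM, a log2 fold change of 2.43 (standard error 0.09, adjusted p = 7.1e-25). The MAPK-activated kinase gene *mknk2b* went from 33.5 ± 2.15 TPM to 322 ± 22.7 TPM and *plk3*, counted with FoxO signaling, from 15.2 ± 0.686 TPM to 72.5 ± 3.57 TPM. The autophagy receptor gene *sqstm1* rose from 25.4 ± 1.76 TPM to 179 ± 6.72 TPM, while *map1lc3b*, for the LC3 protein of the autophagosome, was at 94.9 ± 6.33 TPM and then 52.9 ± 1.87 TPM, a call that ended with median-of-ratios scaling. Of 62 apoptosis genes 26 were higher and 7 lower (26 and 7 when adjusted over the list alone, hypergeometric adjusted p = 3.0e-10, camera adjusted p = 2.0e-09). Of 54 p53 signaling genes 22 were higher and 13 lower (22 and 13 when adjusted over the list alone, hypergeometric adjusted p = 1.8e-08, camera adjusted p = 2.0e-05).

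MAPK signaling had 30 of 94 genes higher and 16 lower (30 and 16 when adjusted over the list alone, hypergeometric adjusted p = 1.8e-08, camera adjusted p = 1.8e-06, adjusted p = 0.11 with an estimated correlation). FoxO signaling had 26 of 86 higher and 12 lower (26 and 12 when adjusted over the list alone, hypergeometric adjusted p = 6.7e-07, camera adjusted p = 2.8e-06, adjusted p = 0.152 with an estimated correlation). Of 65 autophagy genes 7 were higher and 13 lower (7 and 13 when adjusted over the list alone, hypergeometric adjusted p = 1 for the higher members), with a median log2 fold change of -0.20 where the middle of all genes was at -0.23. The paper picked these pathways in the same samples, so the counts are not independent evidence of direction.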

Genes induced by cold stress were consistently enriched in pathways including apoptosis, autophagy, p53 signaling, MAPK signaling and FoxO signaling pathways (Figure 5A). 

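The growth arrest gene *gadd45ba*, which belongs to 4 of these pathways, stood at 32.3 ± 3.32 TPM in ctrl_96 hpf, 72.7 ± 9.40 TPM after 12 h of cold and 143 ± 3.47 TPM after 24 h. *gadd45aa* went from 4.37 ± 0.143 TPM to 16.7 ± 1.06 TPM and 25.5 ± 0.696 TPM. Members higher after 1, 2, 6, 12 and 24 h were 4, 6, 13, 20 and 26 of 62 for apoptosis, 2, 3, 10, 14 and 22 of 54 for p53 signaling, 3, 7, 17, 26 and 30 of 94 for MAPK signaling and 2, 4, 13, 18 and 26 of 86 for FoxO signaling. Autophagy had 1, 1, 2, 2 and 7 of 65 and necroptosis 0, 1, 3, 5 and 9 of 73. The hypergeometric test gave adjusted p = 4.3e-05 at 2 h, 1.8e-09 at 12 h for apoptosis, adjusted p = 0.0372 at 2 h, 1.5e-05 at 12 h for p53, adjusted p = 3.9e-05 at 2 h, 1.6e-10 at 12 h for MAPK and adjusted p = 0.019 at 2 h, 1.4e-05 at 12 h for FoxO signaling. At 1 h p53 signaling had 2 higher genes (adjusted p = 0.0463), a call that ended under median-of-ratios scaling, a pseudocount of 0.1, a filter at 5 TPM or a control of the same age. Several genes, *gadd45ba* among them, count in more than 1 list, so the lists are not independent.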

Numbers of the associated genes and significance of the enrichments increased with the exposure time. Furthermore, p53 signaling, MAPK signaling and FoxO signaling pathways were consistently enriched for the genes downregulated during rewarming, indicating downregulation of these pathways during recovery from cold stress (Figure 5B). 

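The cell cycle inhibitor gene *cdkn1bb*, a FoxO target, fell from 86.0 ± 1.43 TPM at lc_12 h to 36.0 ± 0.783 TPM at re_12 h, the AP-1 subunit gene *jund*, a target of JNK, from 27.7 ± 1.62 TPM to 8.87 ± 0.686 TPM at re_6 h, and *pmaip1*, the p53-induced BH3-only gene, from 27.8 ± 4.40 TPM to 7.25 ± 0.973 TPM at re_12 h. Lower members at 1, 2, 6, 12 and 24 h of rewarming were 3, 9, 11, 15 and 18 of 54 for p53 signaling, 5, 17, 24, 26 and 27 of 94 for MAPK signaling and 7, 15, 14, 16 and 19 of 86 for FoxO signaling. Higher members were 11, 9, 6, 4 and 3, 18, 18, 13, 7 and 5 and 28, 17, 14, 7 and 7. At re_12 h the tests gave hypergeometric adjusted p = 2.2e-06, camera adjusted p = 3.6e-06 for p53 signaling, with 4 genes higher and 15 lower (4 and 15 when adjusted over the list alone). For MAPK signaling they gave hypergeometric adjusted p = 1.3e-10, camera adjusted p = 1.7e-05, adjusted p = 0.152 with an estimated correlation (7 and 26 when adjusted over the list alone) and for FoxO signaling hypergeometric adjusted p = 1.9e-04, camera adjusted p = 4.6e-04, adjusted p = 0.3 with an estimated correlation (7 and 16 when adjusted over the list alone). The MAPK list had a median log2 fold change of 0.04 and a mean of -0.26 there, where the middle of all genes was at 0.19.

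From the enrichment of p53, MAPK and FoxO signaling among the genes lowered in rewarming (Figure 5B), the paper concludes that these pathways were downregulated during recovery. For MAPK signaling it also reports, by Western blot, that phosphorylated ERK and p38 were back at the basal level after 2 h of rewarming. Counts of RNA do not measure the activity of these kinases.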

Necroptosis was enriched for genes upregulated during rewarming. 

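Some necroptosis genes rose on rewarming. *stat3*, which carries cytokine signals, went from 5.55 ± 0.517 TPM at lc_12 h to 47.8 ± 7.52 TPM at re_2 h, a log2 fold change of 2.89 (standard error 0.09, adjusted p = 4.9e-26), the interferon factor gene *irf9* from 5.46 ± 0.758 TPM to 32.0 ± 2.74 TPM, and the TNF receptor gene *tnfrsf1a* from 9.87 ± 0.477 TPM to 38.2 ± 1.54 TPM. *traf2b*, for an adaptor of that receptor, was at 21.2 ± 0.451 TPM at re_1 h against 7.10 ± 0.233 TPM. Of 73 necroptosis genes 20, 22, 20, 18 and 14 were higher at 1, 2, 6, 12 and 24 h, and 3, 5, 3, 4 and 4 lower. At re_1 h the tests gave hypergeometric adjusted p = 0.00335, camera adjusted p = 0.00445, adjusted p = 0.247 with an estimated correlation (20 and 3 when adjusted over the list alone), and at re_2 h hypergeometric adjusted p = 0.00287, camera adjusted p = 0.00223, adjusted p = 0.209 with an estimated correlation. At re_6 h the hypergeometric adjusted p was 0.0838, with 15 higher genes and a call after median-of-ratios scaling.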

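Most steroid biosynthesis genes rose in the first hour of rewarming. *srebf2*, the factor that turns on sterol synthesis, went from 33.6 ± 0.313 TPM at lc_12 h to 69.8 ± 5.10 TPM at re_1 h. Of 28 steroid biosynthesis genes 17 were higher at re_1 h and none lower (17 and 0 when adjusted over the list alone, hypergeometric adjusted p = 3.6e-08, camera adjusted p = 1.5e-06, adjusted p = 0.115 with an estimated correlation). Then 4 were higher and 1 lower at re_2 h, and 2 were higher and 3 lower at re_6 h. Most ribosome biogenesis genes were higher at 2 h. *dkc1*, for the pseudouridine synthase of ribosomal RNA, rose from 28.0 ± 1.19 TPM to 71.3 ± 2.21 TPM at re_2 h, a log2 fold change of 1.32 (standard error 0.07, adjusted p = 8.9e-20), and *bms1* from 7.37 ± 0.236 TPM to 18.3 ± 0.769 TPM. Of 65 ribosome biogenesis genes 15 were higher at re_1 h, 40 at re_2 h and 7 at re_6 h, with none lower at the first 2 times. The tests at re_2 h gave hypergeometric adjusted p = 7.0e-17, camera adjusted p = 1.7e-17 and 40 and 0 when adjusted over the list alone. TGF-beta signaling was not analysed here.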

Pathways such as TGF-beta signaling, steroid biosynthesis and ribosome biogenesis in eukaryotes were found to be sporadically enriched at a single time point during cold stress or rewarming.

Considering the gradual transcriptomic changes caused by cold stress and rewarming, we chose to focus on the consistently enriched pathways. The violin plots of Figure 5C demonstrate the expression profiles of genes associated with the representative pathways. Genes involved in apoptosis were activated at 2 h after exposure to cold stress, which was earlier than those in other pathways. 

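The NF-kB inhibitor gene *nfkbiaa* was at 97.4 ± 16.7 TPM after 2 h of cold and 27.2 ± 4.86 TPM in ctrl_96 hpf, the BH3-only gene *pmaip1* at 12.5 ± 0.149 TPM and 4.61 ± 0.685 TPM, and *gadd45ba*, which acts in growth arrest, at 74.8 ± 3.58 TPM after 2 h. Of the apoptosis genes 4 were higher after 1 h and none lower (4 and 0 when adjusted over the list alone, hypergeometric adjusted p = 1.5e-04, camera adjusted p = 5.4e-04, adjusted p = 0.142 with an estimated correlation). After 2 h 6 were higher and none lower (6 and 0 when adjusted over the list alone, hypergeometric adjusted p = 4.3e-05, camera adjusted p = 7.5e-07). The list median moved little, from 0.03 at 1 h to 0.06 at 2 h, so at these times the call rests on a few genes. *fosab* is 1 of them, with a log2 fold change of 3.88 (standard error 0.26) after 2 h, and belongs to the immediate early genes as well.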

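By 6 h of cold *thbs1a*, for an angiogenesis inhibitor under p53 control, had risen by a log2 fold change of 1.04 (standard error 0.10). The cyclin gene *ccne2* of the same list had gone from 9.24 ± 0.615 TPM to 20.5 ± 0.866 TPM, and *plk3* of the FoxO list to 51.5 ± 2.47 TPM. The stress chaperone gene *hsp70l*, counted with MAPK signaling, rose from 6.15 ± 0.543 TPM to 22.7 ± 2.66 TPM. Of the p53 genes 10 were higher at 6 h and none lower (10 and 0 when adjusted over the list alone, hypergeometric adjusted p = 1.9e-05, camera adjusted p = 7.1e-05). Of the MAPK genes 17 were higher and 2 lower (17 and 2 when adjusted over the list alone, hypergeometric adjusted p = 9.7e-09, camera adjusted p = 2.6e-06, adjusted p = 0.117 with an estimated correlation), and of the FoxO genes 13 and 4 (13 and 4 when adjusted over the list alone, hypergeometric adjusted p = 6.5e-06, camera adjusted p = 0.0181, adjusted p = 0.492 with an estimated correlation). The median log2 fold changes were 0.02, -0.03 and -0.03 in that order, where the middle of all genes was at -0.07. For MAPK and FoxO signaling the mean was 0.24 and 0.07. At 2 h MAPK signaling already had 7 genes higher (hypergeometric adjusted p = 3.9e-05), p53 signaling 3 and FoxO signaling 4. The p53 and FoxO calls ended without replicate 1 of ctrl_96 hpf, which left 2 and 3 genes.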

Transcriptional activation of genes involved in the p53, FoxO and MAPK signaling pathways mainly began at 6 h after exposure. Autophagy and necroptosis were the latest responding pathways; activation of genes involved in these pathways initiated until 12 h upon cold exposure or during the rewarming phase.

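Some autophagy genes rose on rewarming. The S6 kinase gene *rps6kb1a*, a brake on autophagy, went from 6.76 ± 0.26 TPM at lc_12 h to 24.4 ± 1.75 TPM at re_1 h, the receptor gene *nbr1b* from 13.4 ± 0.911 TPM to 30.3 ± 0.671 TPM, and at re_6 h *atg4b*, for the protease that prepares LC3, from 10.7 ± 0.809 TPM to 22.5 ± 0.294 TPM. Of 65 autophagy genes 12 were higher and 1 lower at re_1 h (12 and 1 when adjusted over the list alone, hypergeometric adjusted p = 0.435, camera adjusted p = 2.8e-04, adjusted p = 0.225 with an estimated correlation). At re_2 h 12 were higher and none lower (hypergeometric adjusted p = 0.782, camera adjusted p = 0.00491, adjusted p = 0.358 with an estimated correlation), and at re_6 h 12 and 2 (hypergeometric adjusted p = 1, camera adjusted p = 0.00276, adjusted p = 0.325 with an estimated correlation), while at lc_12 h 2 were higher and 3 lower. In er_ab 11 were higher and none lower than in er_nor (hypergeometric adjusted p = 0.00751, camera adjusted p = 4.0e-09). Among them was *ddit4*, an inhibitor gene of mTOR, at 56.5 ± 6.81 TPM against 12.8 ± 1.67 TPM. Necroptosis had 5 members higher and 8 lower at lc_12 h (6 and 8 when adjusted over the list alone) and 14 higher and 3 lower in er_ab (hypergeometric adjusted p = 4.8e-04, camera adjusted p = 4.0e-05, adjusted p = 0.0843 with an estimated correlation).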

### 2.6. Identification of Survival Pathways for Cold Resistance and Death Pathways for Cold-Induced Mortality

Phosphorylation of ERK, p38 and JNK, the key kinases of the MAPK signaling pathway, were analyzed by Western blotting to investigate whether they were activated or inactivated by cold stress and rewarming. The results indicate that exposure to cold stress induced phosphorylation of both ERK and p38 MAPKs, and the cold-induced phosphorylation continuously maintained from 1 to 24 h under exposure (Figure 6A). Furthermore, cold-induced phosphorylation of ERK and p38 MAPKs was quickly decreased to the basal level after rewarmed at 28 °C for 2 h (Figure 6B). However, no obvious change in phosphorylation of JNK was detected both under cold stress (Figure S3A) and upon rewarming (Figure S3B).

Specific inhibitors PD0325901 and SB203580 were used to characterize the functions of ERK and p38 MAPKs in regulating cold resistance. PD0325901 is a potent inhibitor of MEK (upstream kinase of ERK), and inhibits phosphorylation of ERK1 and ERK2 [42]. Treatment with 5 μM PD0325901 completely abolished phosphorylation of ERK (Figure 6C). Incubation with 50 μM SB203580 partially attenuated cold-induced phosphorylation of p38 (Figure 6D). Exposure to 10 °C for 24 h in the presence of PD0325901 and SB203580 significantly reduced the survival rates of zebrafish larvae in comparison with the vehicle control (Figure 6E,F). Moreover, addition of both PD0325901 and SB203580 in the medium upon cold exposure further decreased the survival abilities (Figure S4). However, treatment with SP600125, a JNK inhibitor, demonstrated no significant effects on cold resistance (Figure S3C). Together, ERK and p38 MAPKs can be activated by cold stress and play non-redundant functions to enhance cold resistance of zebrafish larvae.

FoxO signaling and autophagy were enriched in genes upregulated by cold stress at multiple time points (Figure 5A,C). Zebrafish larvae were exposed to lethal cold stress in the presence of AS1842856, a cell-permeable inhibitor that blocks the transcription activity of the transcription factor Foxo1, to characterize the functions of FoxO signaling in regulating cold resistance. The results indicate that addition of AS1842856 at 0.5 μM in the medium significantly sensitized zebrafish larvae to cold stress (Figure 7A). Furthermore, treatment with Bafilomycin A1 (50 nM), an inhibitor prevents maturation of autophagic vacuoles by inhibiting fusion between autophagosomes and lysosomes, significantly decreased cold resistance as well (Figure 7B). Therefore, both FoxO signaling and autophagy are survival pathways protecting the organism against cold stress.

Except for the survival pathways, apoptosis was also enriched for the genes upregulated by cold stress; necroptosis was enriched in the genes upregulated during rewarming (Figure 5A,B). While genes involved in apoptosis were activated as early as 2 h after exposure to cold stress, genes involved in necroptosis were upregulated by severe cold stress (24 h of exposure to 10 °C) or during the rewarming phase (Figure 5C). The contributions of apoptosis and necroptosis to cold-induced mortality were explored by using specific inhibitors. Treatment with Ac-DEVD-CHO (5 μM, a potent inhibitor of caspase-3) and Necrostatin-1 (50 μM, a specific RIP1 inhibitor suppressing TNF-α-induced necroptosis) both increased survival of zebrafish larvae upon exposure to 10 °C for 24 h (Figure 7C,D). We also tested ferrostatin-1 (10 μM, a specific inhibitor of ferroptosis) and no effect was identified on the survival of zebrafish larvae upon cold stress (Figure S3D). Therefore, apoptosis and necroptosis are the main death pathways accounting for cold-induced mortality.

### 2.7. Mechanisms Underlying Functions of the Survival Pathways

Although functions of Foxo1, ERK and p38 MAPKs in enhancing cold resistance were confirmed, the underlying mechanisms are unknown. A new RNA-seq experiment was performed to explore the gene transcriptional programs regulated by these survival pathways. Zebrafish larvae exposed to 10 °C for 12 h in the presence of inhibitors including AS1842856 (0.5 μM), PD0325901 (5 μM) and SB203580 (50 μM) were analyzed (Figure 8A). Addition of these inhibitors at the indicated concentrations demonstrated no effects on survival of the fish upon exposure to 10 °C for 12 h (Figure S5). The normal temperature controls that were incubated with the inhibitors at 28 °C and the vehicle controls were included in the analyses as well.

The cold responsive genes were identified by comparing the vehicle controls exposed to 10 °C for 12 h with those maintained at 28 °C (10 °C_DMSO vs. 28 °C_DMSO). Genes regulated by the aforementioned pathways were identified as those differentially expressed between samples exposed to cold stress with or without the inhibitors (namely 10 °C_AS vs. 10 °C_DMSO, 10 °C_PD vs. 10 °C_DMSO and 10 °C_SB vs. 10 °C_DMSO, Figure 8A). All the DEGs are listed in Table S4. Treatment with AS1842856 resulted in the highest number of DEGs (1233), followed by PD0325901 (358) and SB203580 (81) (Figure 8B). Treatment with AS1842856 inhibited expressions of 121 cold-induced genes (2619 in total) and enhanced expressions of 53 cold-suppressed genes (2339 in total) in comparison with the DMSO controls. Numbers of the CRGs affected by PD0325901 and SB203580 were 97 and 13, 17 and 5, respectively.

The representative GO enrichments for the genes regulated by the inhibitors are shown in Figure 8C. Genes affected by AS1842856 were highly enriched in the FoxO signaling pathway. Enrichments of the AS1842856-affected genes in apoptosis and the PD0325901-affected genes in apoptosis and p53 signaling indicate that Foxo1 and ERK may influence cold resistance through regulating the death pathways. No GO enrichments were identified for the genes affected by SB203580.

Representative CRGs affected by AS1842856 or PD0325901 are shown in Figure 8D. Genes such as *mcl1b*, *pim2* and *herpud1* were highly induced by cold stress and the cold-induced expression was effectively attenuated by AS1842856, indicating that their responses to cold stress are highly dependent on the activities of Foxo1. Treatment with PD0325901 inhibited a number of cold-induced transcription factors that mainly belong to the *egr* (*egr1*, *egr3* and *egr4*), *fos* (*fosaa*, *fosab*, *fosb*, *fosl1a* and *fosl2*) and *jun* (*junba* and *junbb*) families. Among the genes affected by PD0325901, *dusp5* and *junbb* (Figure 8D, indicated by red arrows) were also found to be hubs in the network of the potential markers for CIDs (Figure 4E). Most of the transcription factors affected by PD0325901 are early responding facors upregulated upon exposure to cold stress for 1 h. Furthermore, treatment with SB203580 slightly inhibited expressions of cold-induced genes such as *egr3*, *dusp2* and *klf2b*, and enhanced transcription of the cold-inhibited genes like *tnfsf10* (Table S4). However, both PD0325901 and SB203580 had no effects on expression of the Foxo transcription factors, suggesting that upregulation of genes involved in the FoxO signaling pathway is independent on the activities of the ERK and p38 MAPKs.

Gene set enrichment analyses (GSEAs) using the whole gene expression datasets instead of the DEG lists were performed to further understanding of the functional mechanisms of Foxo1, ERK and p38 MAPKs in regulating cold stress responses. The KEGG pathways up- or downregulated by the inhibitors were identified and we mainly focused on the pathways involved in regulating cold resistance. Consistent with the results of GO enrichment analyses, treatment with AS1842856 activated apoptosis and inhibited the FoxO signaling pathway (Figure S6). Foxo transcription factor genes including *foxo1b*, *foxo4* and *foxo6a* were downregulated by AS1842856 (Figure 8E). Paradoxically, treatment with PD0325901 induced p53 signaling but inhibited apoptosis (Figure S6). An inspection of the genes affected by PD0325901 indicated that both pro- and antiapoptotic genes were upregulated by inhibiting ERK. Furthermore, inhibition of p38 MAPK using SB203580 resulted in upregulation of p53 signaling (Figure S6).

In summary, a working model describing the relationships among the pathways regulating cold resistance of zebrafish was formulated (Figure 8E). The Foxo transcription factors may enhance cold resistance by upregulating genes involved in negative regulation of apoptotic process. Functions of ERK are complex because they activate both pro- and antiapoptotic genes, and also inhibit the p53 signaling pathway. Finally, the p38 MAPK may regulate cold resistance through inhibiting the p53 signaling pathway.

## 3. Discussion

Large scale mortalities of both farmed and wild fish species are often caused by exposure to severe cold stress in winter [12,14]. The ability to survive severe cold stress is an economically important trait for fish breeding in aquaculture. Stress responses elicited by environmental perturbations help to enhance the organism’s ability to repair the molecular damages, eliminate badly injured cells and cell components, reestablish cellular homeostasis and improve resistance to further exposure to the same stressor [13,15]. Therefore, understanding cold stress responses is of both theoretical and practical significance.

Zebrafish was widely used to characterize cellular responses to environmental stressors including hypothermia [17,30,38,43,44]. Although the lethal effect of cold exposure on fish is well recognized, little is known about how the organisms die from cold stress and recover from the cold-induced damages. In this study, zebrafish larvae at 96 hpf were challenged with a lethal low temperature (10 °C) to titrate the adverse effects caused by cold stress. Most of the larvae could survive up to 12 h of exposure, and beyond that point, the mortality of larvae was significantly increased in proportion to the exposure time (Figure 1B). The results indicate that the cold-induced damages were accumulated gradually under the stressful condition and exposure for 12 h was a threshold of the resulted adverse effects that most of the fish can cope with. Except for the dead individuals, no obvious morphological defects could be identified from the larvae immediately at the end of cold exposure. However, after recovery at normal temperature, many of the survived fish demonstrated conspicuous defects in morphology and performance. Necrotic regions and a large number of apoptotic cells were observed in the brains of these fish through transmission electron microscopy. These observations indicate that return to normal temperature at 28 °C (rewarming) augmented the tissue damages, which resembles the phenomenon of ischemia–reperfusion injury [45]. It is likely that the metabolic burden accumulated during cold exposure was released upon rewarming thus led to extensive molecular damages and cell death. Furthermore, the rewarming condition may also have great effects on fish survival besides the exposure phase.

Time series RNA-seq data were generated to delineate the transcriptome landscape of zebrafish larvae under lethal cold stress. The numbers of genes found to be regulated by hypothermia were fairly small at the beginning time points but rapidly increased after 6 h of exposure, indicating that the transcriptome was actively regulated even under such a lethal temperature. This is consistent with the notion that the responses to thermal stressors are dependent on the severity and duration of the stress [13]. The results of k-means clustering analysis revealed that the genes regulated by cold stress were characterized by gradually increased (Figure 3A, clusters 3 and 9) or decreased (Figure 3A, clusters 7 and 8) transcriptional levels upon hypothermia. These results suggest that the cellular functions fulfilled by the cold-regulated genes are progressively enhanced or depressed.

Hubs for the gene clusters progressively regulated by cold stress were also identified. Among the genes of the top 3 hubs induced by cold stress, *per3* is involved in circadian regulation of gene expression [46] and the human homologue of trim8a (TRIM8) was reported to modulate p53 activity and dictate cell cycle arrest [47]; while *traf6* is a negative regulator of p53-mediated apoptosis [48] and is *rybpa* annotated to have a transcription corepressor activity and can induce cell-cycle arrest and apoptosis [49]. Therefore, both positive and negative regulators of cell death can be induced, indicating that multiple pathways are involved in regulation of cell death upon lethal cold exposure.

Studies in mammals indicated that rewarming after termination of hypothermia can induce further stresses, such as enhancing the production of reactive oxygen and nitrogen species (RONS) and decreasing blood pH [50]. Despite the significant influences of the rewarming phase on the fitness of fish suffering hypothermia damages, little is known about the transcriptional events involved in these processes. The results of PCA revealed that abrupt alteration of gene expression was caused by rewarming after exposure to 10 °C for 12 h (Figure 2B). The featured genes were transiently and highly upregulated in the early two hours upon rewarming (Figure 3A, clusters 4 and 10). These genes were enriched for biological processes such as regulation of signaling and cell death. This expression pattern suggests that transcription of these genes could be paused by hypothermia and rapidly released upon rewarming. Among the top hubs for the genes rapidly activated by rewarming, *ppp3cca* is associated with calcineurin-mediated signaling, *sox4a* is involved in cell differentiation and neurogenesis [51] and may function in the apoptosis pathway leading to cell death, and *snx1b* is involved in early endosome to Golgi transport. However, their functions in regulating recovery from cold-induced damages remain to be characterized.

Although transcriptional responses to lethal cold stresses had been investigated in many fish species, there are no molecular markers established for cold-induced damages. A total of 473 genes were found to match the criteria of markers indicating the severity of stress or damages incurred by cold exposure. These genes were enriched in biological processes associated with chromosome condensation and regulation of transcription, suggesting their roles in regulating cold stress responses and cold resistance. Genes such as *trib3*, *dusp5*, *otud1*, *gadd45bb*, *tagapa*, *ppp1r15a*, *plekhn1*, *jun* and *junbb* were identified as hubs of the network constituted by these potential cold-damage markers. Among these genes, expression of *jun* was also found to be induced in adult zebrafish tissues upon exposure to 10 °C [30], but was not changed in zebrafish larvae exposed to 18 °C [17,43]. Expression of *junbb* and *dusp5* was found to be transiently upregulated by exposure to 18 °C for 2 h, but decreased to normal levels upon long term exposure 24 h [17,43]. Thus, these genes are differentially regulated under mild and severe cold stress. Their functions in regulating cold stress responses need to be addressed using gene-specific knockouts.

Cold resistance of fish is a quantitative trait determined by multiple genes and numerous genes are affected by cold stress. The pathways involved in cold stress responses were mined from the transcriptomic data. Apoptosis, autophagy and the MAPK, FoxO and p53 signaling pathways were found to be upregulated by cold stress; while necroptosis was upregulated upon rewarming. Furthermore, downregulation of the MAPK, FoxO and p53 signaling pathways were also observed during recovery from the stressful condition. The results of western blotting indicated that ERK and p38, the key kinases of the MAPK pathway, were activated by exposure to cold stress. The ERK and p38 MAPKs were also demonstrated to enhance cold resistance by using specific inhibitors. However, the JNK was not activated by cold stress and had no functions in regulating cold resistance of zebrafish larvae. This is inconsistent with previous study in common carp (*Cyprinus carpio* L.) [27]. This may be ascribed to the genetic differences between these two species. Furthermore, the protective functions of the FoxO signaling pathway and autophagy and the death effects of apoptosis and necroptosis were also confirmed by small molecule inhibitors. Although ferroptosis was reported to be the main death pathway of mammalian cell lines exposed to cold stress [6], inhibiting ferroptosis with Ferrostatin-1 could not improve cold resistance of the larvae. Together, we defined the survival and death pathways determining cold resistance of zebrafish larvae through transcriptomic analyses and in vivo experiments using specific inhibitors.

After dissecting roles of the key survival-enhancing factors, another RNA-seq experiment was performed to explore the functional mechanisms. Specific inhibitors were applied to inhibit the transcription factor Foxo1, and the ERK and p38 MAPKs. The results revealed that the cold-induced expression alterations of the CRGs could be compromised by the inhibitors, indicating the roles of Foxo1, ERK and p38 MAPKs in regulating cold stress responses. It is interesting that treatment with the Foxo1 inhibitor AS1842856 also decreased expressions of Foxo transcription factors including *foxo1b*, *foxo4* and *foxo6b*. Treatments with inhibitors of ERK or p38 MAPKs demonstrated no obvious effects on expression of genes involved in the FoxO signaling pathway, indicating that the activities of the Foxo transcription factors were not regulated by these MAPKs. All the inhibitors were shown to affect expression of genes involved in apoptosis and the p53 signaling pathway, suggesting that the Foxo transcription factors and the MAPKs affect the cold resistance of zebrafish mainly through regulation of apoptosis. As previously reported, the mechanisms of ERKs in regulating cold-induced apoptosis appear very complex, since they can activate both pro- and antiapoptotic genes [52,53].

Although the main pathways responsible for regulating cold resistance of zebrafish were revealed in this study, there are still large gaps need to be filled by further investigations. How do the cells and organisms sense and transfer the cold signals? Calcium signaling was reported to mediate cold sensing in insect tissues [54], but the involvement in cold sensing and signaling of fish remains unknown. What are the upstream regulators responsible for activating the Foxo transcription factors and the ERK and p38 MAPKs? What are the downstream factors of the ERK and p38 MAPKs? Expression of the cold-induced transcription factors such as *fos*, *jun* and *egr* family members was highly dependent on the activity of ERK. Attenuated upregulation of these genes by the inhibitor of ERK may account for the decrease in cold resistance. However, their functions in regulating cold resistance need to be validated using gene knockout fish lines. Furthermore, the primary transcription factors that are directly modified and activated by the MAPKs and in turn controlled the immediately early genes need to be identified and characterized.

## 4. Materials and Methods

### 4.1. Experimental Fish

Adult zebrafish of AB line were maintained in an aquarium system supplied with circulating water as previously described [55]. Artificial reproduction was performed as reported by Hagedorn [56] with modifications to obtain a large number of larvae in the same developmental stage. Briefly, the brood fish were put into a spawning tank (225 mm × 115 mm × 115 mm) obtained from Shanghai Haisheng Biotech Co., LTD. (Shanghai, China) in the evening. The males and females were separated by a transparent plastic board. In the morning, the brood fish were anesthetized with 160 mg/L MS-222 (Sigma-Aldrich, Burlington, MA, USA) before gamete collection. After wiping away the water around the genital opening of the males, semen was collected using a pipette fitted with a 2.5 μL tip by gently pressing the belly. The semen from 3 to 4 individuals was collected and preserved in 500 μL chilled Hanks balanced salt solution (HBSS, 0.137 M NaCl, 5.4 mM KCl, 1.3 mM CaCl_2_, 1.0 mM MgSO_4_, 0.25 mM Na_2_HPO_4_, 4.2 mM NaHCO_3_ and 5.55 mM glucose, pH 7.2). For artificial fertilization, the eggs from females were squeezed into a dry plastic dish, 40 μL of HBSS with sperm were dripped onto the eggs and 2 mL of water was added to activate the sperm. The embryos and larvae were incubated at 28 °C in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_ and 0.33 mM MgSO_4_, pH 7.2). Biochemical incubators (HWS-150, Shanghai Jinghong laboratory instrument Co., Ltd., Shanghai, China) were used for temperature control and incubation of the embryos and larvae.

### 4.2. Chemicals and Small Molecule Inhibitors

Trichloroacetic acid was obtained from Sigma-Aldrich (St. Louis, MO, USA). Bafilomycin A1 (#11038), necrostatin-1 (#11658) and ferrostatin-1 (#17729) were obtained from Cayman chemical (Ann Arbor, MI, USA). PD0325901 (#S1036), SB203580 (#S1076), AS1842856 (#S8222), SP600125 (#S1460) and Ac-DEVD-CHO (#S7901) were purchased from Selleck (Plymouth, MI, USA). For preparing stocks for the inhibitors, Ac-DEVD-CHO was dissolved in ultrapure deionized water; the others were dissolved in DMSO purchased from Sigma-Aldrich (St. Louis, MO, USA). The final DMSO concentration in fish medium did not exceed 0.1%.

### 4.3. Cold Sensitivity Assays and Measurements

To analyze the effects of acute cold stress on zebrafish, 96-hpf larvae at 28 °C were directly exposed to 10 °C for 3, 6, 12, 24 and 36 h, respectively. The larvae without obvious defects were randomly assigned into 60-mm petri dishes (40 individuals per dish) containing 8 mL E3 medium (preconditioned to 28 °C) 24 h before treatment. Four biological replicates were included for each treatment and all the experiments were replicated at least 3 times. For cold exposure, the fish and medium were filled through a small mesh; fish retained on the mesh were immediately washed down using 8 mL precooled (10 °C) E3 medium. Then the dishes with fish were put onto a shallow dissecting dish (40 cm × 28 cm × 2 cm) filled with 1 L cold water and placed in the chamber of a biochemical incubator preset to 10 °C. After exposure to 10 °C for indicated times, the fish were returned to the incubator of 28 °C and incubated for another 24 h. The temperature of the medium increased from 10 to 28 °C in about 1 h (Figure S7). During the period of recovery, the fish were checked at 8-h intervals; the dead fish were removed and recorded. The dead fish were identified as previously described [17]. At the end of recovery, the fish were anesthetized with 160 mg/L MS-222 and both normal and abnormal individuals were counted for calculation of the survival rate. Photos of the control and treated animals were taken using a stereomicroscope from Zeiss (Oberkochen, Germany) with a color CCD camera. To assess the effect of cold-induced damages to the heart, a photo for each individual fish was taken and the area of the pericardial sac was measured. Heart rate was measured by counting heartbeats of the fish under a stereomicroscope.

To investigate functions of the critical pathways in regulating cold resistance, zebrafish larvae were exposed to lethal cold stress for 24 h as described above in the presence of specific inhibitors. PD0325901 (5 μM), SB203580 (50 μM) and SP600125 (10 μM) were used to inhibit the functions of ERK, p38 and JNK, respectively. AS1842856 (0.5 μM) is an inhibitor of the transcription factor Foxo1. Bafilomycin A1 (50 nM) was used to suppress autophagy. Necrostatin-1 (50 μM), Ac-DEVD-CHO (5 μM) and ferrostatin-1 (10 μM) were used to inhibit necroptosis, apoptosis and ferroptosis, respectively. Optimal concentrations of the inhibitors were predetermined by pilot experiments, which should have no effects on survival at 28 °C and may significantly affect the resistance to lethal cold stress.

### 4.4. Transmission Electron Microscopy

The samples were fixed overnight in PBS buffer (pH 7.4) containing 2.5% glutaraldehyde at 4 °C, post-fixed in 1% OsO_4_ at 4 °C for 2.5 h, dehydrated with graded ethanol and acetone, infiltrated in a mixture of acetone and epoxy resin (1:1 for 1 h, and then 1:2 for 8 h) and finally embedded in SPI-PON 812 at 60 °C for 48 h. Semithin sections (1.5 µm) and ultrathin sections (72 nm) were obtained using a Leica (Wetzlar, Germany) EM UC7 ultramicrotome. The semithin sections were stained with methylene blue and observed using a conventional light microscope. The ultrathin sections were observed and photographed using an HT7700 transmission electron microscope (Hitachi High-Tech, Tokyo, Japan) after being stained with uranyl acetate and lead citrate.

### 4.5. Preparation of Samples for RNA-Seq

Two RNA-seq experiments were performed in this study. The first experiment was aimed to systematically characterize the transcriptional landscape of zebrafish upon lethal cold stress and rewarming, and to identify the key pathways regulating cold stress responses of zebrafish. This experiment contained four groups of samples. The controls (ctrl) were maintained at 28 °C and collected at developmental stages including 96 hpf, 97 hpf, 98 hpf, 102 hpf, 108 hpf and 132 hpf. The lethal cold stress treated samples (lc) were exposed to 10 °C for 1 h, 2 h, 6 h, 12 h and 24 h. The recovery group (re) were exposed to 10 °C for 12 h and then incubated at 28 °C for 1 h, 2 h, 6 h, 12 h and 24 h. The normal (er_nor) and abnormal (er_ab) ones after 24 h of both cold exposure and recovery were also included in RNA-seq analysis.

The second experiment was performed to investigate the functional mechanisms of the established survival-enhancing factors. Zebrafish larvae were maintained at 28 °C or exposed to 10 °C for 12 h in the presence of inhibitors including AS1842856 (0.5 μM), PD0325901 (5 μM) and SB203580 (50 μM), respectively. An untreated control group (96 hpf) and a vehicle (0.1% DMSO) control were also included in this experiment.

Cold exposure was initiated at 96 hpf for all the treatments. At the end of treatment, the dead fish were removed (if there are any) and the remaining ones were anesthetized by MS-222. The larvae were collected into a 1.5 mL centrifuge tube, snap frozen in liquid nitrogen and subsequently preserved at −80 °C until use.

### 4.6. Total RNA Extraction and RNA Sequencing

For total RNA extraction, the samples were homogenized in TRIzol (Invitrogen, Carlsbad, CA, USA) using a TissueRuptor II from QIAGEN (Hilden, Germany). The lysates were submitted for RNA purification using a Direct-zol RNA Miniprep Kit from ZYMO RESEARCH (Irvine, CA, USA) according to the manufacturer’s instructions. DNaseI treatment was performed to eliminate genomic DNA contamination. A Quawell (Sunnyvale, CA, USA) Q5000 UV–Vis Spectrophotometer was used to measure concentration of the RNA samples. Sample quality analysis, library construction and RNA sequencing were performed by the Biomarker Technologies (Beijing, China) as previously described [57]. All the RNA samples had a RNA integrity number (RIN) above 9.0. The sequencing data generated by this study have been deposited in the NCBI Sequence Read Archive (SRA) under the BioProject accession number PRJNA644214.

### 4.7. Differential Gene Expression Analyses

The clean reads were mapped to the cDNA sequences of zebrafish (release-101, downloaded from Ensembl http://asia.ensembl.org/, accessed on 30 August 2020) using salmon-v0.13.1 with parameters “--gcBias --seqBias --posBias --validateMappings” [58]. The number of reads and mapping rates are displayed in Table S5. The results of salmon were processed by tximport to summarize gene abundance and the number of mapped reads for all the samples [59]. Genes with a TPM (transcript per million) ≥ 1 in all the biological replicate for at least one exposure group were regarded as expressed. The gene expression datasets have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE168357. The raw reads count data sets were analyzed using DESeq2-v1.30.0 to identify DEGs (foldchange ≥ 1.5 and adjusted *p* value ≤ 0.05). The DEGs related to development were identified by contrasting the samples (maintained at 28 °C) of each developmental stage with those of 96 hpf. The DEGs regulated by lethal cold stress were identified by comparing the samples exposed to 10 °C for different times with the untreated control (96 hpf under 28 °C). The genes related to recovery from cold stress were defined as DEGs between the samples recovered at 28 °C for different times and those exposed to 10 °C for 12 h (lc_12 h). The DEGs between the normal (er_nor) and abnormal (er_ab) group after cold exposure and subsequent recovery were also identified. DEG lists for each of the four series of comparisons were combined and the redundancy was removed. Four DEG lists were finally obtained and designated as dr (development related), lc (affected by lethal cold stress), re (related to recovery from cold-induced damages) and er (effects of recovery after lethal cold stress), respectively.

### 4.8. Bioinformatic Analyses

PCA for the gene expression datasets was performed by using ArrayTrack [60]. Hierarchical and K-means clustering analyses for the abundance of DEGs were conducted using cluster-3.0 [61]. The results of clustering analyses were visualized and the heat map were generated using TreeView-1.1.6r [62]. Venn analysis of the DEG lists was performed using Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/). GO and KEGG pathway enrichment analyses were conducted using the Cytoscape-v3.8.2 [63] plugins BINGO-v3.0.4 [64] and ClueGO-v2.5.7 [65], respectively. All the expressed genes were used as reference for the enrichment analyses. Gene coexpression networks were constructed using the WGCNA R package [41] and visualized using Cytoscape-v3.8.2. The networks were analyzed using cytohubba plugin of Cytoscape to identify the hub genes [66]. Genes with the highest maximal clique centrality (MCC) value were considered as hubs. Gene set enrichment analyses were performed using GSEA-v4.1.0 [67] to identify the KEGG pathways up- or downregulated by the inhibitors of the survival pathways.

### 4.9. Quantitative Real-Time PCR Assays

Quantitative real-time PCR (qPCR) was performed as previously described to validate the results of RNA-seq [18]. Expression of genes including *fosab*, *foxq1a*, *npas4a*, etc., was analyzed by qPCR. The primer sequences, amplification efficiency and amplicon size were displayed in Table S6. 

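The 6 candidates are genes of translation and of mitochondria, and each of them varied little across the 54 samples. The coefficient of variation of TPM was 3.77% (group means 4449.6 to 5034 TPM) for *slc25a5*, a mitochondrial ATP/ADP carrier gene, 3.82% (group means 314 to 356 TPM) for *vdac3*, for a channel of the outer mitochondrial membrane, and 4.29% (group means 1824 to 2172 TPM) for *rack1*, for a ribosome-bound scaffold. It was 4.31% (group means 275 to 314 TPM) for the malate dehydrogenase gene *mdh2* and 4.43% (group means 2184 to 2621 TPM) for the ribosomal protein gene *rpl15*. The symbol *eif3eb*, for a translation initiation factor subunit, stands at 2 gene IDs, and the more abundant had 3.49% (group means 224 to 247 TPM). These are ranks 1 to 6 among 25387 expressed genes, and none of the 6 was called in any of 17 comparisons. After median-of-ratios scaling a median of 0.947% of genes varied less than a candidate, against 0.00985% on the TPM scale, so the rank holds for TPM as a share of the library. The ranking uses the same samples from which the paper chose the genes.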

To find stable internal references for qPCR data normalization, genes including *eif3eb*, *mdh2*, *rack1*, *rpl15*, *slc25a5* and *vdac3* were selected as candidates based on their least variations in TPM values across the libraries. Their expressions in all the testing samples were measured by qPCR and analyzed using NormFinder [68]. The combination of *eif3eb* and *mdh2* was revealed to be the most stable (Table S7) and the geometric average of their expressions was used as the normalization factor for qPCR data analyses.

### 4.10. Western Blotting

Western blotting was performed to explore the effects of cold stress and subsequent rewarming, and the specific inhibitors on the phosphorylation modification of proteins include histone H3, ERK1/2 and p38 MAPKs. Zebrafish larvae at 96 hpf were exposed to 10 °C cold stress, or rewarmed at 28 °C after 12 h of cold exposure for different times as described above. At the end of treatment, trichloroacetic acid solution was immediately added to the dishes for a final concentration of 4% to terminate the life activities of fish. The samples were collected into 1.5 mL centrifuge tubes, washed in turn with prechilled acetone (twice) and PBS (once). The samples were then lysed with RIPA Lysis Buffer (#P0013) from Beyotime (Shanghai, China) supplemented with the protease inhibitor cocktail (#P1010, 1:100, Beyotime, Shanghai, China) and 1 mM PMSF (#ST506, Beyotime, Shanghai, China). The lysates were centrifuged at 12,000× *g* for 10 min at 4 °C. The supernatants were collected and protein concentration was measured by using BCA Protein Assay Kit (#P0012, Beyotime, Shanghai, China). The samples containing 1 × SDS-PAGE sample loading buffer (#P0015F, Beyotime, Shanghai, China) were boiled for 7 min and subsequently preserved at −20 °C until use.

Primary antibodies for phosphor-ERK1/2 (#ab76299, pT202/pY204 for ERK1, pT185/pY187 for ERK2), total ERK1/2 (#ab184699), phosphor-p38 (#ab195049, pT180 + pY182) and total p38 (#ab170099) were from Abcam (Cambridge, MA, USA). Antibodies for β-actin (#AC026), phosphor-JNK1/2 (T183/Y186, #AP0473), total JNK1/2 (#A18287) and total Histone H3 (#A2348) were from ABclonal (Woburn, MA, USA). Antibody for phospho-FOXO3a (#AF1783, Ser253) was from Beyotime. Antibody for phospho-Histone H3 (#3377, Ser10) was from CST (Danvers, MA, USA). HRP-conjugated goat anti-rabbit IgG secondary antibody was from Boster (#BA1050, Wuhan, China).

The protocols for Western blotting and imaging were the same as our previous study [69]. Quantifications of the Western blots were performed with ImageJ2 [70].

### 4.11. Statistical Analyses

Statistical analyses were conducted using SPSS statistics (v22.0). The significance of the difference between means of the controls and the treated samples was analyzed with independent-sample’s *t* tests or one-way analysis of variance. The significance of correlation between the results of RNA-seq and qPCR was analyzed with the Pearson correlation method.

## 5. Conclusions

Exposure of zebrafish larvae to lethal cold stress induced systematic and irreversible tissue damages. Time series RNA-seq datasets were generated to explore the transcriptomic landscape upon cold exposure and subsequent rewarming. Enriched GO terms were identified for the DEG clusters. The potential molecular markers for cold-induced damages were identified through WGCNA. The pathways involved in regulating cold stress response were mined from the transcriptomic data. Functions of the pathways were confirmed using specific inhibitors. The FoxO signaling pathway, MAPK signaling pathway and autophagy were found to be the survival pathways for enhancing cold resistance, while apoptosis and necroptosis were the main death pathways underlying cold-induced mortality. Functional mechanisms of the key survival-enhancing factors including Foxo1, ERK and p38 MAPKs were further characterized by RNA-seq. A working model for these factors were generated based on the transcriptomic data. Our data provide new insights into the molecular mechanisms regulating cold resistance of zebrafish.

## Figures and Tables

**Figure 1:**
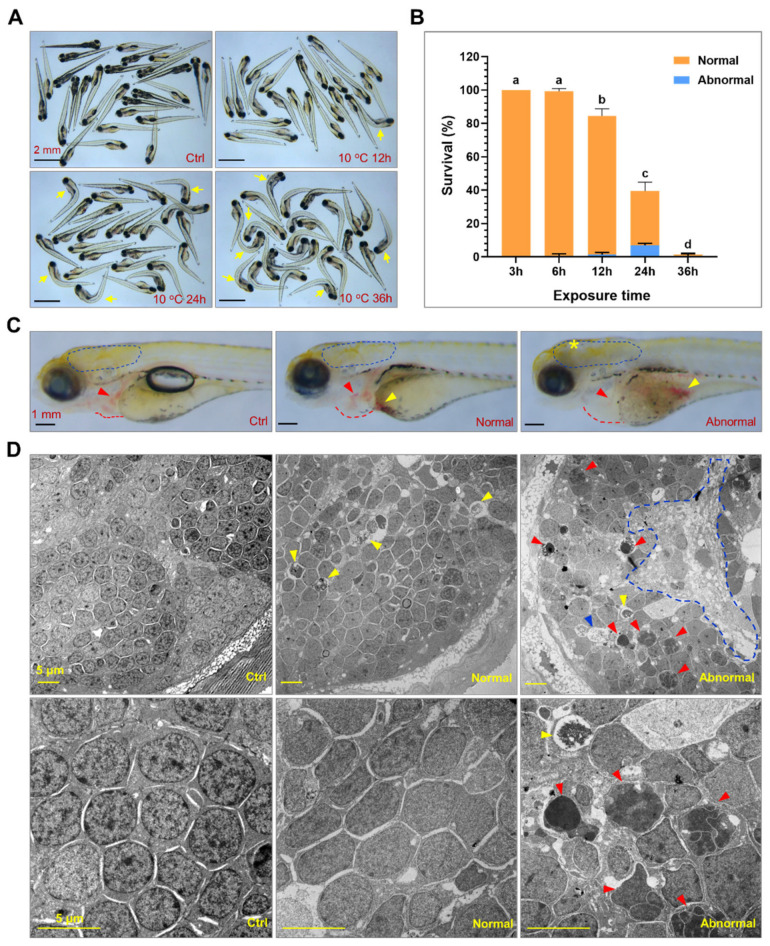
Exposure to lethal cold stress resulted in irreversible and systematic tissue damage. (**A**) Photos of zebrafish larvae exposed to 10 °C for different time periods. The controls (ctrl) were the larvae developed to 120 hpf under 28 °C. The yellow arrows indicate dead fish. (**B**) Survival rates of larvae under lethal cold stress. The larvae at 96 hpf were exposed to 10 °C for indicated time periods. After recovered at 28 °C for 24 h, the larvae were classified as normal and abnormal based on their morphologies and ability to swim. Different letters above the error bars indicate significant difference (*n* = 4, *p* < 0.05). (**C**) Representative photos of the control, normal and abnormal larvae. The circles of dashed blue lines indicate brain. The red and yellow arrows indicate heart and red blood cells accumulated in the yolk sac. The yellow star indicates damage in the brain. The red dashed lines indicate border of pericardial cavity. (**D**) Transmission electron microscopy disclosed cold-induced cell death in the brain. The brain of zebrafish larvae (indicated by the dashed blue line circles in (**C**) was ultrathin-sectioned and imaged. The blue, red and yellow arrow heads indicate the cells undergoing necrotic, apoptotic and autophagic death, respectively. The circle of blue dashed line indicates area of necrosis. Photos of the lower panel are magnified regions of those of the upper panel.

**Figure 2:**
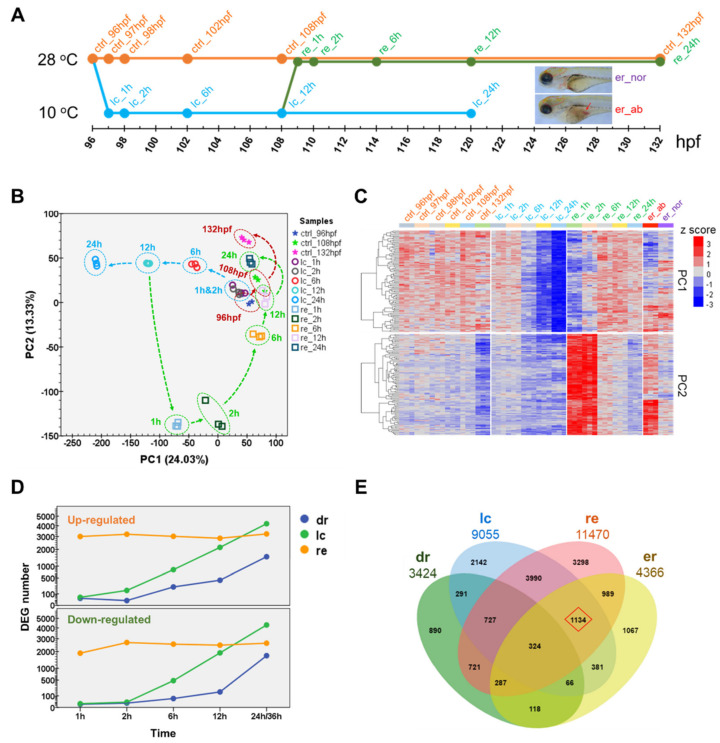
Transcriptional landscapes of zebrafish larvae exposed to lethal cold stress and rewarming. (**A**) Samples used for RNA-seq. Four groups of samples were included in the analysis: the controls (ctrl) maintained at 28 °C; samples exposed to 10 °C lethal cold (lc) stress; samples exposed to 10 °C cold stress for 12 h and then recovered at 28 °C (re); samples containing the normal (er_nor) and abnormal (er_ab) fish after 24 h of both cold exposure and recovery. (**B**) Results of the principal component analysis (PCA) indicate trajectories of gene expression changes during normal development, upon cold stress and recovery. Some data points were omitted for the readability of the chart. (**C**) Expression of the top 100 genes with the highest loadings for PC1 and PC2. (**D**) Numbers of differentially expressed genes (DEGs). Three series of DEGs were displayed, development related (dr), cold stress regulated (lc) and genes differentially expressed during recovery (re). (**E**) Venn analysis for the DEGs identified by different comparisons. The source and number of DEGs are displayed; dr, lc and re, the same as in (**D**), er indicates DEGs between the normal and abnormal fish after cold exposure and recovery. Genes highlighted with the red diamond were used to identify potential molecular markers for cold-induced damage.

**Figure 3:**
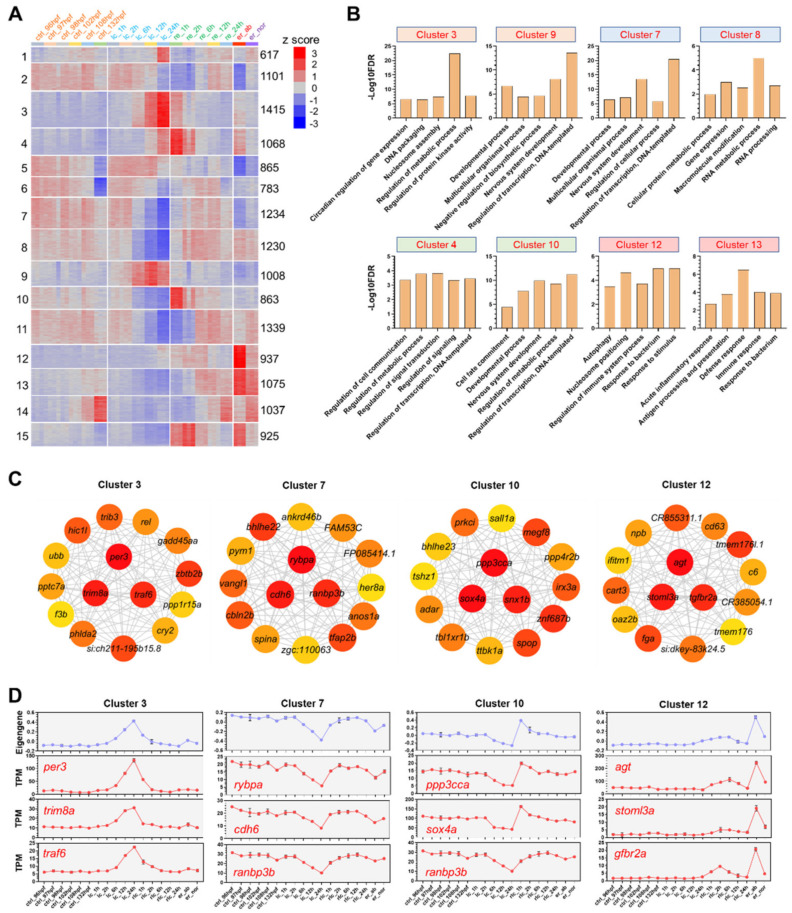
Clustering analysis, gene ontology (GO) enrichments and coexpression networks of the DEGs. (**A**) K-means clustering of the DEGs. Numbers of the clusters are displayed on the left. Numbers of genes in each cluster are shown on the right. The color scale indicates row z-score. (**B**) GO enrichments (biological process) for the representative clusters. (**C**) Hub genes of the indicated clusters. The gene coexpression network for each cluster was constructed by weighted gene coexpression network analysis (WGCNA) and the top 15 genes with the highest maximal clique centrality (MCC) were shown. The top 3 hubs were located in the middle of the circle. Color of node is proportional to the MCC. (**D**) Eigengene depicting overall gene expression of the representative clusters and expression of the top 3 hubs.

**Figure 4:**
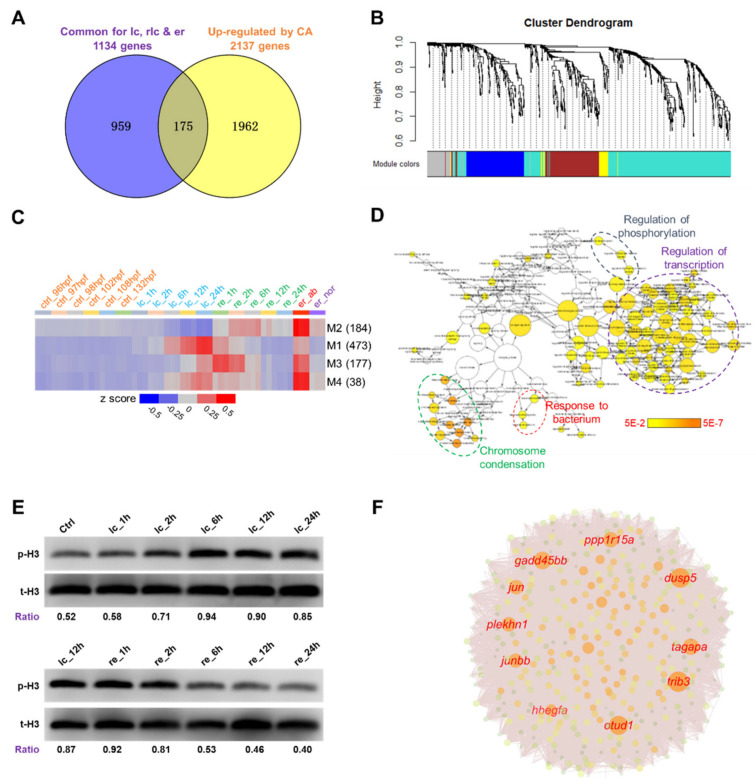
Identification of potential molecular markers for cold-induced damage. (**A**) Venn analysis to identify genes exclusively affected by exposure to lethal cold stress. The 1134 genes representing the intersection among DEGs affected by lc, re and er (Figure 2E) were compared with the 2137 genes previously found to be upregulated by 24-h acclimation to a mild low temperature (18 °C) [17]. (**B**) Cluster dendrogram of the 959 genes exclusively related to lethal cold stress exposure. The genes were classified into 4 modules by WGCNA. (**C**) Heat map indicating eigengenes of the 4 modules. The number of genes in each module is shown on the right. The color scale indicates row z-score. (**D**) Enriched GO terms for the genes of module 1. The nodes represent GO terms and the edges indicate relationships between the nodes. Size of nodes is proportional to the number of genes associated with the term. The color scale indicates FDR (false discovery rate) of the enrichment analysis. (**E**) Western blots indicate changes in the level of phosphorylated histone H3 upon cold stress and during rewarming. Numbers below the blots are ratios of the phosphorylated histone H3 (p-H3) to total histone H3 (t-H3). (**F**) Network chart indicates hub genes of module 1. Names of the top 10 hub genes are highlighted. Size of the nodes is proportional to the maximal clique centrality.

**Figure 5:**
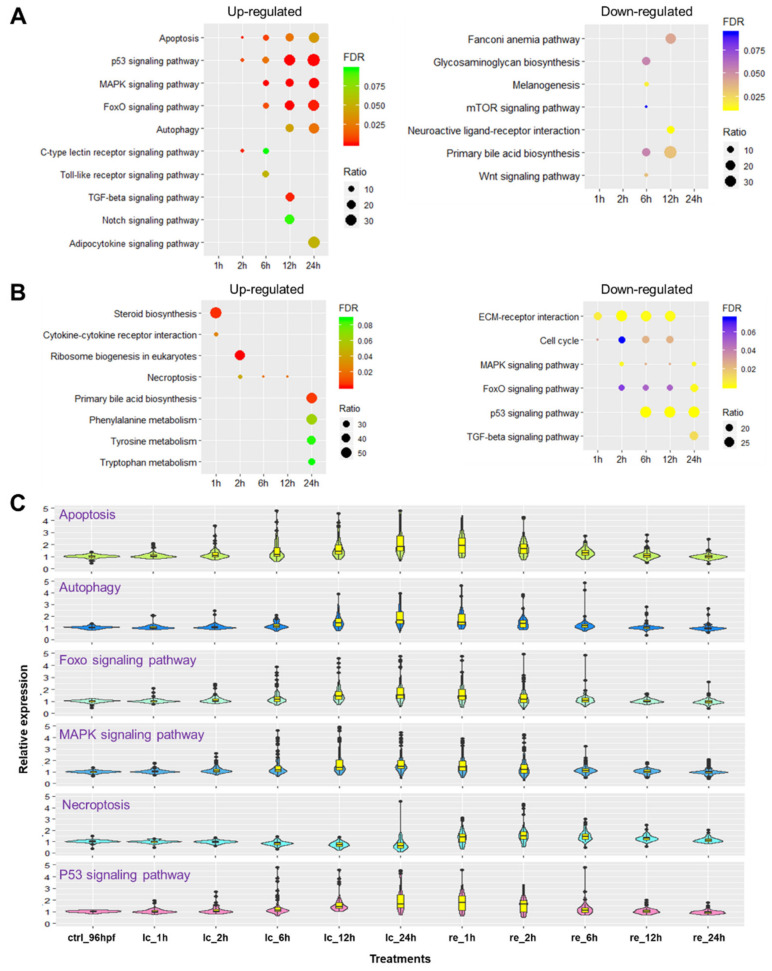
Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichments for the genes differentially expressed upon cold stress and subsequent rewarming. (**A**,**B**) Bubble plots indicate the enriched KEGG pathways for the up- (left panel) and down-regulated (right panel) genes. The DEGs at different time points under lethal cold stress (**A**) and during recovery (**B**) were used for analysis. The pathway terms are shown on the left. Figure legends including FDR and ratio (percent of the identified genes to all the genes in a certain pathway) are shown on the right. (**C**) Violin plots demonstrate the relative expression abundance of genes associated with the identified pathways. Expression of the genes was normalized to the average level of the untreated controls at 96 hpf (ctrl_96hpf).

**Figure 6:**
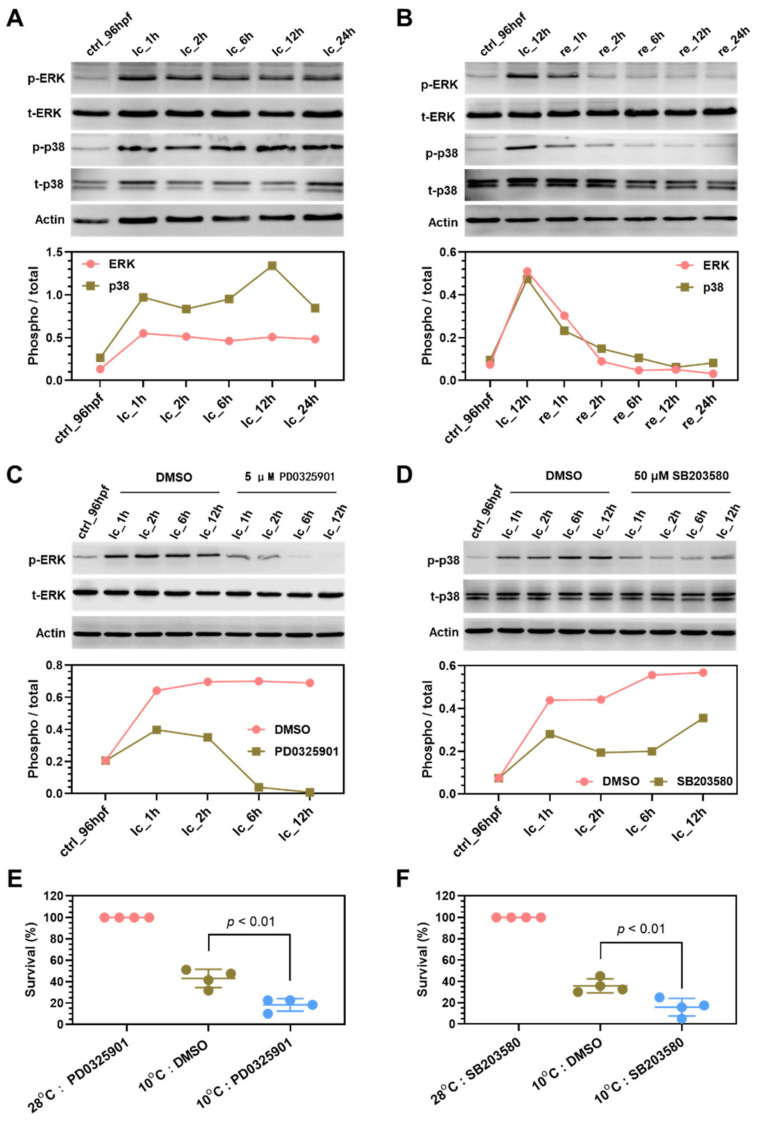
Functions of ERK and p38 MAPKs in regulating cold resistance of zebrafish larvae. (**A**) Exposure to cold stress induced phosphorylation of ERK and p38 MAPKs. (**B**) Phosphorylation level of ERK and p38 MAPKs decreased during recovery at 28 °C. (**C**) PD0325901 treatment completely inhibited phosphorylation of ERK. (**D**) SB203580 treatment partially decreased phosphorylation of p38 MAPKs. The line charts below the Western blots indicate ratio of the phosphorylated ERK and p38 to the total protein. (**E**,**F**) Inhibiting the activity of ERK (**E**) and p38 (**F**) sensitized zebrafish larvae to cold stress. PD0325901 (5 μM) and SB203580 (50 μM) were added to the medium upon lethal cold exposure to inhibit the activity of ERK and p38, respectively.

**Figure 7:**
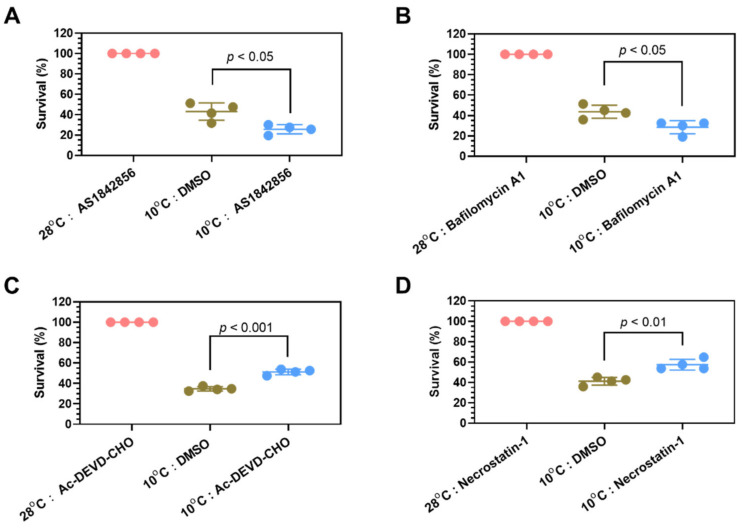
Effects of inhibiting Foxo1, autophagy, apoptosis and necroptosis on cold resistance of zebrafish larvae. (**A**,**B**) Treatment with AS1842856 (0.5 μM), an inhibitor of Foxo1 (**A**) and Bafilomycin A1 (50 nm), an inhibitor of autophagy (**B**), sensitized zebrafish larvae to cold stress. (**C**,**D**) Treatment with Ac-DEVD-CHO (5 μM), an inhibitor of Group II caspases (**C**) and Necrostatin-1 (50 μM), a specific RIP1 (RIPK1) inhibitor and inhibits TNF-α-induced necroptosis (**D**) increased survival of zebrafish larvae exposed to lethal cold stress.

**Figure 8:**
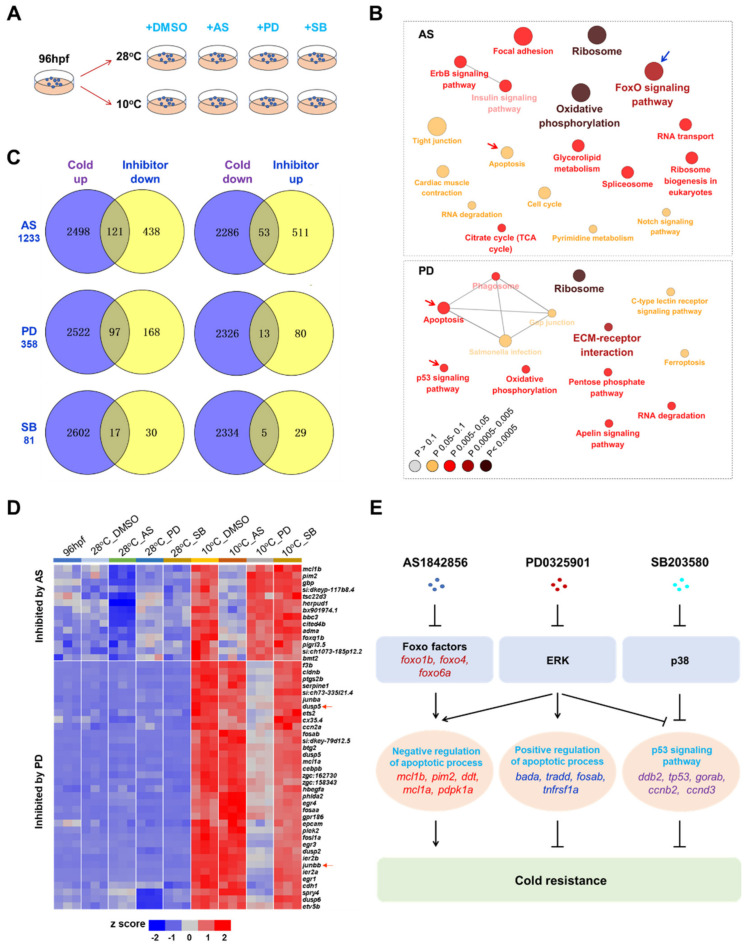
Characterization of the molecular mechanisms underlying functions of Foxo1, ERK and p38 MAPKs in regulating cold resistance. (**A**) Samples used for RNA-seq. Zebrafish larvae at 96 hpf were exposed to 10 °C or maintained at 28 °C for 12 h in the presence of inhibitors for Foxo1 (AS: AS1842856, 0.5 μM), ERK (PD: PD0325901, 5 μM) or p38 MAPKs (SB: SB203580, 50 μM). DMSO is the vehicle control. (**B**) KEGG pathway enrichments of the DEGs between samples exposed to 10 °C in the presence of inhibitors (AS, upper panel; PD, lower panel) and the vehicle control (10 °C_DMSO). (**C**) Venn plots demonstrate the cold-responsive genes (CRGs) affected by the inhibitors. The genes up or down-regulated by cold stress (10 °C_DMSO vs. 96 hpf) were compared to those down-or up-regulated by the corresponding inhibitors (10 °C_AS/PD/SB vs. 10 °C_DMSO). (**D**) Heat map indicates the representative CRGs inhibited by AS1842856 and PD0325901. (**E**) Working model illustrating molecular mechanisms of Foxo1, ERK and p38 MAPKs in regulating cold resistance of zebrafish.

## Data Availability

The data presented in this study are available in article and Supplementary Material.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/6/3028/s1. Figure S1. Morphological parameters affected by lethal cold exposure; Figure S2 Correlation between the RNA−seq and qPCR results; Figure S3. JNK and ferroptosis were not involved in regulating cold resistance of zebrafish larvae; Figure S4. Simultaneous inhibition of ERK and p38 MAPKs hyper sensitized zebrafish larvae to cold stress; Figure S5. Treatment with inhibitors of Foxo1, ERK and p38 MAPKs demonstrated no effects on survival upon exposure to cold stress for 12 h; Figure S6. Representative KEGG pathways affected by AS1842856, PD0325901 and SB203580 upon lethal cold stress; Figure S7. Increase of water temperature during rewarming; Table S1. Lists of DEGs regulated by development, cold stress, rewarming and cold-induced damages; Table S2. Comparison between the RNA−seq and qPCR results; Table S3. Enriched GO terms for the DEG clusters; Table S4. Genes affected by the inhibitors; Table S5. Reads number and mapping statics; Table S6. Identification of internal references; Table S7. Sequences and amplification efficiencies of the qPCR primers.

## Abbreviations

RNA-seq	RNA sequencing
ERK	Extracellular signal-regulated kinase
MAPK	Mitogen-activated protein kinase
ROS	Reactive oxygen species
CRG	Cold responsive gene
PCA	Principal component analysis
DEG	Differentially expressed gene
qPCR	Quantitative real-time PCR
GO	Gene ontology
CID	Cold-induced damage
WGCNA	Weighted gene coexpression network analysis
KEGG	Kyoto encyclopedia of genes and genomes
GSEA	Gene set enrichment analyses
TPM	Transcript per million
GEO	Gene expression omnibus
MCC	Maximal clique centrality

# Supplementary material for: Characterization of Biological Pathways Regulating Acute Cold Resistance of Zebrafish
**Source:** Int J Mol Sci. 2021 Mar 16;22(6):3028. doi: 10.3390/ijms22063028
**Supplement:** Supplementary file 1

**SUPPLEMENTAL FIGURES**

**
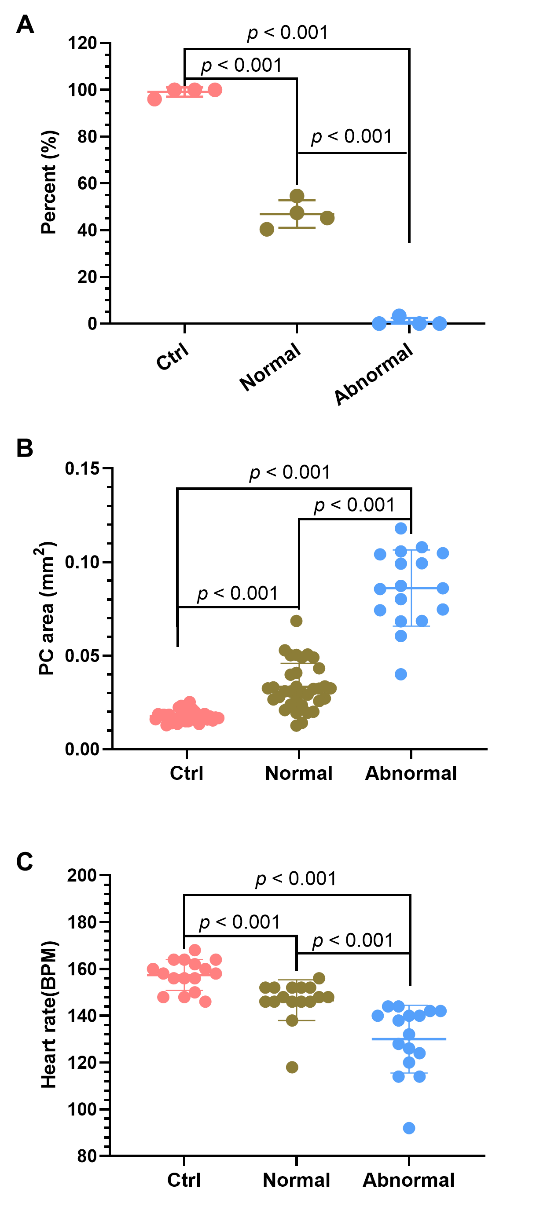
**

**Figure S1.** **Morphological parameters affected by lethal cold exposure.** (**A**) Percent of fish with deflated swim bladder. The bars indicate averages of 3 independent experiments and 20 - 50 larvae for each group were checked in the experiments. The error bars represent standard deviations. (**B**) Area of pericardial cavity (PC). Sample numbers were 34, 34 and 17. (**C**) Heart rate (beat per minute, BPM; n = 16 for all the groups). Zebrafish larvae at 96 hpf were exposed to 10 ^o^C for 24 h and rewarmed at 28 ^o^C for another 24 h. Ctrl: time-match controls not exposed to cold stress, normal: the fish with overall normal morphologies, abnormal: the fish demonstrated obvious morphological defects and could not swim.

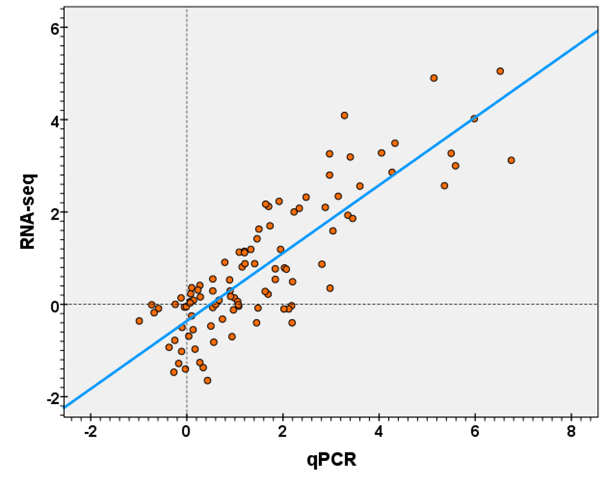

**Figure S2. Correlation between the RNA-seq and qPCR results.** The log2Foldchange of gene expression detected by RNA-seq and qPCR were analyzed by SPSS to calculate the Pearson correlation coefficient.

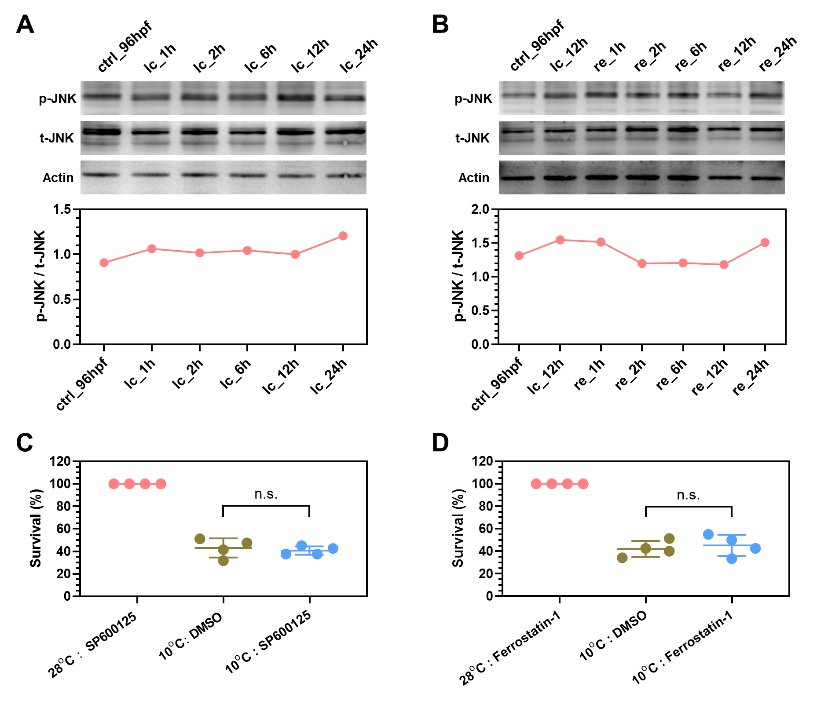

**Figure S3. JNK and ferroptosis were not involved in regulating cold resistance of zebrafish larvae.** (**A and B**) Phosphorylation level of JNK didn’t change during cold stress (A) and recovery at normal temperature (B). The line charts below the western blots indicate ratio of the phosphorylated to the total protein of JNK. (**C**) Treatment with the JNK inhibitor SP600125 (10 μM) and (**D**) The ferroptosis inhibitor ferrostatin-1 (10 μM) had no effect on cold resistance.

**
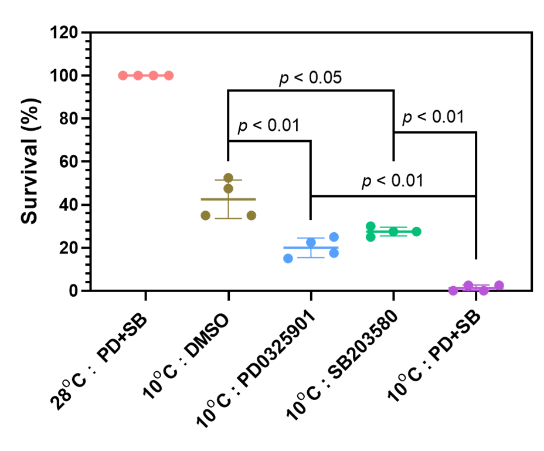
**

**Figure S4. Simultaneous inhibition of ERK and p38 MAPKs sensitized zebrafish larvae to cold stress.** Zebrafish larvae were exposed to 10 ^o^C for 24 h in the presence of PD0325901 (5 μM), SB203580 (50 μM) or both. After cold treatment, the old medium was changed with fresh medium preconditioned at 10 ^o^C. The fish were returned to 28 ^o^C and incubated for another 24 h. The dead fish were removed and recorded occasionally during recovery.

**
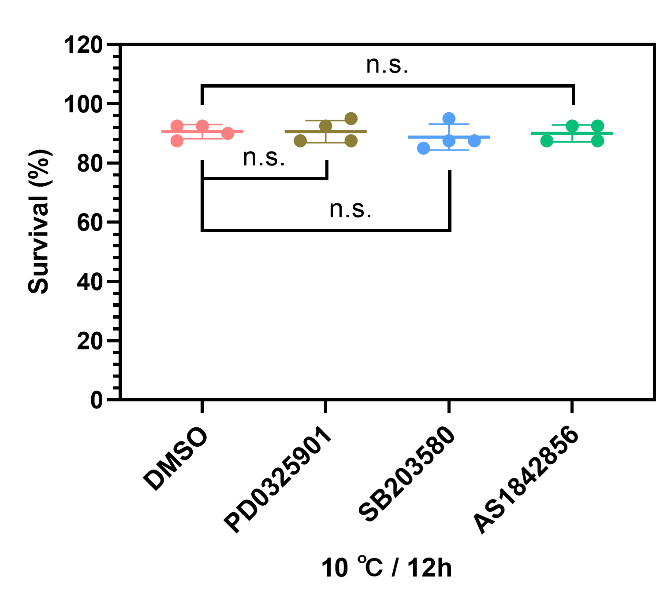
**

**Figure S5. Treatment with inhibitors of Foxo1, ERK and p38 demonstrated no effects on survival upon exposure to cold stress for 12 h.** Zebrafish larvae were exposed to 10 ^o^C for 12 h in the presence of AS1842856 (0.5 μM) PD0325901 (5 μM) or SB203580 (50 μM).

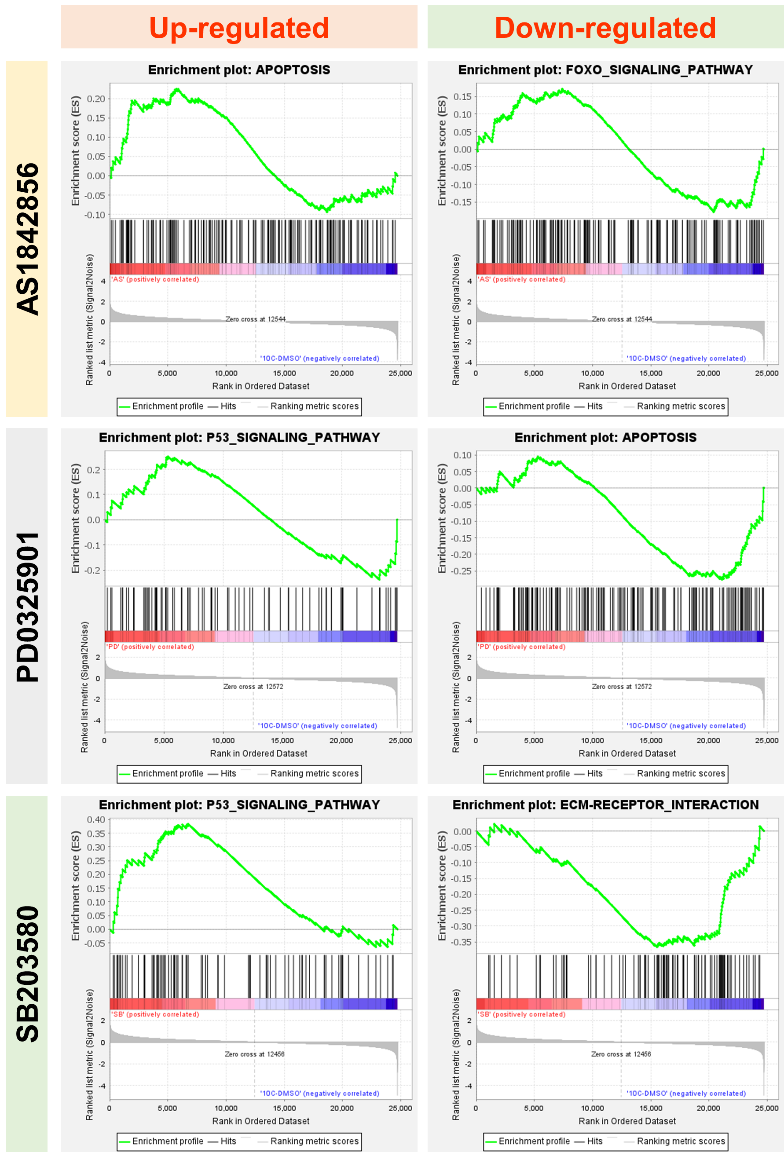

**Figure S6. Representative KEGG pathways affected by AS1842856, PD0325901 and SB203580 upon lethal cold stress.** The whole gene expression datasets of samples for 10^o^C_AS, 10^o^C_PD and 10^o^C_SB were compared with those of 10^o^C_DMSO through GSEA (gene set enrichment analysis) to identify significantly up- and down-regulated KEGG pathways.

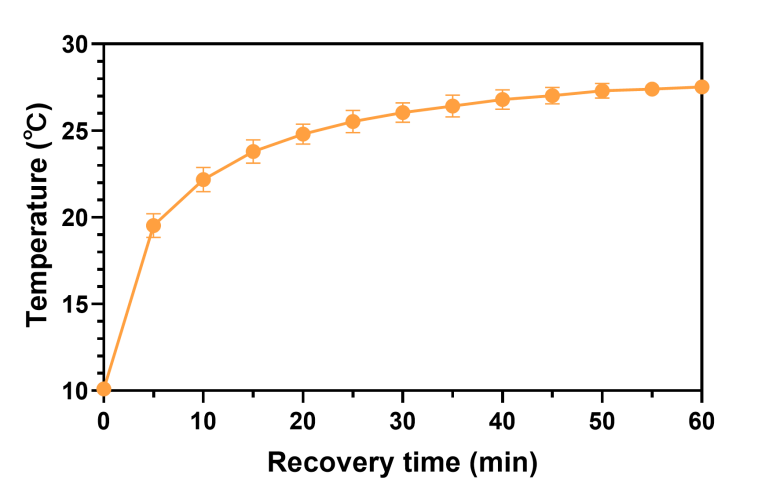

**Figure S7. Increase of water temperature during rewarming.** The plates with 8 mL cold medium were transferred from 10 ^o^C to 28 ^o^C. Temperature of the medium was measured using an electron thermometer at 5 min intervals.

How the deposited data were processed for this re-analysis (not part of the article)

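RNA of whole zebrafish larvae was measured in 54 samples, 3 for each of 18 groups: untreated larvae at 6 ages from 96 to 132 hpf, larvae after 1, 2, 6, 12 and 24 h at 10 °C, larvae at 5 times after the return to 28 °C, and the abnormal and normal survivors of cold. Each column of the deposited table was assigned to its sample by the label of that sample. The samples at 18 °C, the inhibitor experiment, the coexpression modules and the KEGG gene sets were not analysed here.

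The values used are TPM, which the authors made before the table was deposited by mapping reads to Ensembl zebrafish cDNA with Salmon 0.13.1 (with its corrections for GC content, sequence and position) and summing to genes with tximport, as the paper's methods state. The authors called DEGs on counts with DESeq2, at a fold of at least 1.5 and an adjusted p of at most 0.05 according to the paper. The deposited columns are not whole numbers and sum to between 998493 and 999530. Without counts the precision of a single value can be judged only from the spread between samples. The median of mapped reads that the paper gives per group, in units of 10 to the power 6, ran from 17.8 (ctrl_102 hpf) to 29.5 (lc_1 h). Gene symbols came from a table of Ensembl gene IDs, and where several IDs share a symbol (5042 expressed IDs), reads could have been split between near-identical copies.

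From these values limma 3.58.1 in R 4.3.3 fitted 18 group means to log2(TPM + 1) of all 54 samples together, with eBayes and a mean-variance trend, for the 25387 genes at 1 TPM or more in every sample of at least 1 group. A call needed a fold of at least 1.5 on that scale and a Benjamini-Hochberg adjusted p of at most 0.05. There were 17 comparisons, the 16 of the paper and re_24 h against ctrl_132 hpf, added because both groups have the same age. Values are means ± SD over 3 samples, and log2 fold changes carry the standard error of the fit. Each sample was treated as independent. The fit was tested on simulated values for lc_24 h against ctrl_96 hpf, in which 50 genes each were changed by 0.8, 1, 2 and 3 on the log2 scale: 82%, 86%, 100% and 96% were called in that order, with 4 false calls among 25387 genes.

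The 41 lists hold pathways the paper discusses, other stress pathways and markers of cell types. They are not the KEGG lists of the paper. For each list and comparison a one-sided hypergeometric test compared the called members with all expressed genes (1394 tests), and camera, with a preset correlation between genes of 0.01, compared the whole list with all other genes (697 tests). Adjustment was by Benjamini-Hochberg over all tests of a kind. Counts of members called when the adjustment covers the list alone stand beside the counts over all genes for the pathways of the paper. Each list used 1 gene ID per symbol, the one with the highest mean TPM. Principal components used log2(TPM + 1) scaled to unit variance, k-means used 15 centres and 25 starts on group means of the genes called in any comparison, and correlations with qPCR used the log2 ratios of the paper's Table S2 with 100000 permutations of groups within genes. For overlaps of calls that share a group, 20 simulated data sets without any effect gave 0 shared genes. They hold no changed genes, so this says nothing of shared noise among genes that do change.

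Genes were named by a rule: every gene that the paper names for the time course, the 10 called higher and 10 called lower with the largest change at lc_1 h, lc_24 h, re_1 h, ctrl_132 hpf and er_ab (mean of at least 5 TPM in the higher group, no overlap between the samples of the 2 groups, which chance gives for 10% of genes, and a symbol that is not a clone name), and up to 4 called members with the smallest adjusted p of each list described. Values in Tables S1 and S2 of the paper had been seen when the rule was set. Some choices followed a look at the values: 1 gene ID per symbol, a few more clone name prefixes, the principal components over the 13 groups of Figure 2B, the counts of clock, neural and pancreas list members against controls of the same age, a limit of 0.5 for the list medians flagged below, and a limit of 0.3 for a difference between times.

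Alternatives changed 1 choice at a time: pseudocounts of 0.1 and 0.5, no filter on low values, a filter at 5 TPM, scaling of the libraries by the median of ratios, quantile normalization, only the 2 groups compared, no trend, an adjusted p of at most 0.01, a fold of at least 2, the replicate number as a block, controls of the same age as the cold groups, and each replicate left out in turn. Groups of samples were also split in every other way. No genome was needed.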

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

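Each of the 5 results here is a list that the paper does not discuss and that moved as a whole between groups. The tests of slower development, of the eye and of neural tissue were chosen after the result was seen. No group has more than 3 samples, so no sample was tested as an outlier.

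Photoreceptor genes, 29 of 38 lower in er_ab than in er_nor, had a median log2 fold change of -1.09. Median-of-ratios scaling left the median at -1.07, which argues against the TPM scale as the cause. Slower development would need the list to rise with age. From 96 to 132 hpf its median was -0.16, which is no rise, but the hour of the day differed as well. The survivors were older than any untreated larvae, so the course of the list up to their age was not measured. Slower development thus stays open. A loss of the whole eye or of neural tissue in equal measure would lower lens or neuron genes alike. The medians of the lens crystallin and neuron lists lay 1.00 and 0.73 above that of the photoreceptors (permutation p = 1e-05 each, the smallest that 100000 shufflings can give). Genes were shuffled between the lists, so this p does not measure the spread between larvae. A smaller loss of the rest of the eye or of neural tissue stays open. The k-means group with 18 of 38 photoreceptor genes, lowest in er_ab, also held 7 of 35 neuron genes (hypergeometric adjusted p = 0.00173) and 0 of 24 lens crystallin genes. It held 21 of 36 extracellular matrix and cartilage genes (hypergeometric adjusted p = 1.6e-20) and 13 of 47 cell cycle genes (6.2e-08). Of 26 epidermis genes it held 7 (2.6e-04), and of 24 histone and condensin genes 7 (1.6e-04). The course of this group is thus not particular to the eye or to neural tissue. Whether photoreceptors were lost or only made less of these transcripts stays open too, and no test here could part the 2. A loss of photoreceptors in the abnormal larvae is a candidate explanation.

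Heat shock protein genes at re_2 h had a median log2 fold change of 0.76 against lc_12 h; *hspa4a*, for an HSP110 chaperone, was at 90.1 ± 4.72 TPM against 29.7 ± 1.22 TPM. The ATF4 targets in er_ab had a median log2 fold change of 0.51 against er_nor. Glia and myelin genes in er_ab had a median log2 fold change of -0.51, with 1 of 16 higher and 7 lower (hypergeometric adjusted p = 5.4e-05, camera adjusted p = 5.7e-05), among the lower *slc1a3b*, a glial glutamate transporter gene, at 17.5 ± 1.39 TPM against 37.6 ± 3.39 TPM and *mbpa*, for myelin basic protein, at 32.8 ± 2.28 TPM against 52.5 ± 1.22 TPM. ER chaperone genes at re_24 h had a median log2 fold change of 0.60 against ctrl_132 hpf. The k-means groups that held 8 and 10 of these 35 genes were lowest in ctrl_132 hpf, at -2.60 and -1.99 standard deviations from a gene's average. Their means were 0.53 and 0.70 in ctrl_96 hpf and -0.74 and -0.20 in re_24 h. In these groups the difference thus goes with a fall with age in untreated larvae, not with a rise over ctrl_96 hpf.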

How the results depend on the processing

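No call of a named gene turned its direction under any alternative run. The larger side of a count did turn. It went from lower to higher genes at lc_24 h with median-of-ratios scaling (3943 higher and 3577 lower), at lc_12 h with that scaling (1969 and 1425), quantile normalization (1813 and 1485) and a fold of at least 2 (650 and 493), and at 132 hpf with quantile normalization (1428 and 1402). It went from higher to lower genes at lc_6 h with a pseudocount of 0.1 (772 and 901), the same-age control (844 and 933) and without replicate 3 of ctrl_96 hpf (639 and 655), between the survivors with a pseudocount of 0.1 (1615 and 1672), and at 98 hpf without replicate 3 of ctrl_98 hpf (44 and 56). Of 2393 values of gene lists under an alternative 2219 kept their side of the threshold, 68 fell behind it and 106 passed it newly. For named genes the numbers are 24032, 23193, 772 and 67, and of 407 other values 347 stayed within their limits. Among the alternatives the 13-group principal components, and the counts of clock, neural and pancreas list members against controls of the same age, were chosen after seeing the data. The causes of the shifts below were not tested, apart from the higher fold limit, which can only remove calls. The table holds no counts, so depth was not varied; a filter at 5 TPM left 17627 genes. In the replicate block fit, where samples share a number only (mean correlation of deviations -6.5e-04 for the same number and 3.3e-04 for another, 13 of 54 samples closest to their own number), 357 of the list tests were called by camera and the count at lc_24 h was 8518, and every other count of calls stayed within 1.5 times.

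At a fold of at least 2 the genes called with age were 22, 16, 83, 218 and 922 from 97 to 132 hpf, those in the cold 36, 91, 440, 1143 and 3223, those on rewarming 1261, 1635, 1686, 1687 and 1767, and 793 between the survivors, 402 between re_24 h and ctrl_132 hpf, 174 in lc, re and er but not with age, and 107 meeting the 3 criteria. With only the 2 groups in the fit 11 were called at 97 hpf, 12 at 98 hpf, 169 at 102 hpf and 41 at lc_1 h, and at an adjusted p of at most 0.01 32 and 29 at 97 and 98 hpf. Against controls of the same age 145 were called at lc_1 h and 289 at lc_2 h. With a replicate left out the ranges were 34 to 60 at 97 hpf and 31 to 100 at 98 hpf. Camera with an estimated correlation called 96 list tests.

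The shares of the first 2 components in percent were 23.3 and 15.3 without scaling, 23.2 and 15.7 with a pseudocount of 0.1, 20.7 and 14.4 without a filter, 24.5 and 18.1 at 5 TPM, 26.3 and 13.2 without the survivors, 27.9 and 14.6 over the 13 groups, 21.7 and 16.6 with median-of-ratios scaling, 20.6 and 17.3 after quantile normalization, and 23.3 to 23.5 and 16.1 to 16.6 with a replicate left out. With median-of-ratios scaling 0.947% of genes varied less than the median reference gene. The k-means group matched to cluster 10 held 1124 genes with 12 and 1237 with 18 centres, that of cluster 12 held 1401 with 12.

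Of the lists, higher p53 members at lc_1 h lost their call with the same-age control (1 member), median-of-ratios scaling (2), a pseudocount of 0.1 (2) and the 5 TPM filter (2), and FoxO signaling gained one with the same-age control (4). Lower p53 members at re_2 h gained a call at an adjusted p of at most 0.01 (9), a pseudocount of 0.1 (11) and the 5 TPM filter (9), and higher necroptosis members at re_6 h gained one with median-of-ratios scaling (15). With a replicate left out these lists changed side, with ranges of 3 to 4 (FoxO higher, lc_2 h), 6 to 10 (FoxO lower, re_1 h), 2 to 3 (MAPK higher, lc_1 h), 2 to 4 (p53 higher, lc_2 h) and 9 to 10 (p53 lower, re_2 h).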

Differences from the paper's values

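Counts here use limma on TPM and the paper's stated thresholds, the paper's used DESeq2 on counts. A count met the limits when it lay within 1.5 times the paper's, or off it by no more than the SD of the counts with a replicate left out. The paper states about 4000 genes lower at lc_24 h, against 6157 here. Of 17 alternatives the limits were met with an adjusted p of at most 0.01 (5892), median-of-ratios scaling (3577), quantile normalization (3621), a filter at 5 TPM (4515) and without replicate 2 of ctrl_96 hpf (5952), and missed by the rest. The paper's intersection of lc, re and er holds 1134 genes, and its text does not say whether genes also called with age were left out. The 647 genes here leave them out and missed the limits. Another 250 were also called with age, and with those counted in the limits are met. For the count without them, pseudocounts of 0.1 (958) and 0.5 (826) met the limits and the others of 14 alternatives did not.

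The paper states about 3000 genes higher at lc_24 h, and the 2361 here met the limits. In Figure 2D, read by eye, about 4200 genes are higher there, a value met by 2 alternatives of 17, median-of-ratios scaling (3943) and quantile normalization (3417). About 4300 genes are lower in that figure, read by eye, and against it the count of lower genes met the limits. The bars of lower genes stand at about 1900 at re_1 h (Figure 2D, read by eye), against 1155 here, and at about 2700 at re_2 h, against 1662. For re_1 h and re_2 h 4 of 17 alternatives met the limits: median-of-ratios scaling (1620 and 2372), pseudocounts of 0.1 (1607 and 2094) and 0.5 (1382 and 1934), and quantile normalization (1594 and 2268). At re_6 h and re_12 h the bars of Figure 2D, read by eye, stand at about 2500 and about 2500, against 1330 and 1396 here; the limits were met with median-of-ratios scaling (2249 and 2212) and quantile normalization (2230 and 2144) and with none of the other 15. The er circle of Figure 2E sums to about 4400 genes, read by eye, against 2620 here; pseudocounts of 0.1 (3287) and 0.5 (3025) met the limits, the other 15 alternatives did not.

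The paper's Table S1 lists 11 genes lower at 97 hpf, against 17 here. Of 17 alternatives a fold of at least 2 (8), the replicate block (16), a filter at 5 TPM (13) and leaving out replicate 1 of ctrl_96 hpf (12) or replicate 1 or 2 of ctrl_97 hpf (10 and 9) met the limits. It lists 22 genes higher at 98 hpf, against 34, and the limits were met with an adjusted p of at most 0.01 (23), a filter at 5 TPM (29) and leaving out any replicate of ctrl_96 hpf (27, 32 and 28) or replicate 1 of ctrl_98 hpf (21). It lists 62 genes lower at 102 hpf, against 95, and the limits were met with an adjusted p of at most 0.01 (60), median-of-ratios scaling (81), only the 2 groups (49), quantile normalization (83), a filter at 5 TPM (79) and leaving out replicate 1 or 3 of ctrl_102 hpf (91 and 93) or 1 or 2 of ctrl_96 hpf (89 and 78). The alternatives not named missed. In each complete section of that table the largest adjusted p lies below 0.01 (highest 0.00996), while the paper's methods state 0.05.

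The paper places autophagy among the pathways enriched for cold-induced genes. On the list used here, which is not the KEGG list, hypergeometric adjusted p = 1 at lc_12 h and at lc_24 h, while apoptosis, p53, MAPK and FoxO signaling were enriched at both. From violin plots of relative expression the paper dates the start of apoptosis to 2 h and that of MAPK signaling mainly to 6 h. By the enrichment of called genes, a different measure, both lists passed at lc_2 h (hypergeometric adjusted p = 4.3e-05 for apoptosis and 3.9e-05 for MAPK signaling). At lc_1 h apoptosis had 4 higher genes (adjusted p = 1.5e-04) and MAPK signaling 3 (adjusted p = 0.0109), a call that ended without replicate 3 of ctrl_96 hpf, so an earlier start of apoptosis is not excluded. It finds FoxO signaling among the genes lowered throughout rewarming; at re_1 h that list was enriched among higher genes (hypergeometric adjusted p = 1.0e-05), and among lower genes at the 4 later times. Without replicate 3 of re_1 h the lower genes, 10 instead of 7, were enriched at re_1 h too, next to 26 higher ones. The paper gives p53 and MAPK signaling the same course. It also reports a fall of ERK and p38 phosphorylation, which RNA does not measure. At re_1 h both lists also had more higher than lower members, and lower p53 members at re_2 h were called only under some alternatives. It describes the larvae of re_24 h as recovered, with mainly slower development left, and 1544 genes differed from ctrl_132 hpf; how many of them slower development would account for was not tested. The paper takes qPCR to bear out all 10 genes. For *kat6a* the direction matched in 4 of 10 groups. Among these were lc_12 h (1.69 in TPM, 4.19 by qPCR) and lc_24 h (1.83 and 7.01), where both methods show a rise. In the groups that did not match the TPM ratio lay near 1, from 0.932 to 1.11, so its direction there means little. By qPCR the ratio was still 4.52 at re_12 h, against 0.978 in TPM.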

Other observations

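Among the tests below, that of the scaling at lc_24 h was chosen after the result was seen. In abnormal survivors genes of hypoxia and of glucocorticoid action were also higher. The vasodilator gene *admb*, for adrenomedullin, was at 54.8 ± 3.46 TPM in er_ab and 7.65 ± 0.735 TPM in er_nor, and *igfbp1b*, which binds insulin-like growth factors in hypoxia, at 45.9 ± 8.62 TPM against 11.1 ± 0.595 TPM. The hypoxia list had 10 of 30 higher and 1 lower (hypergeometric adjusted p = 4.1e-05, camera adjusted p = 2.7e-07), the glucocorticoid targets 8 of 14 higher and 0 lower (hypergeometric adjusted p = 3.3e-06, camera adjusted p = 5.1e-06, adjusted p = 0.0518 with an estimated correlation), with *pik3ip1*, an inhibitor gene of PI3 kinase, at 57.9 ± 2.74 TPM against 25.6 ± 1.70 TPM. Heat shock protein genes had 10 of 33 higher and 0 lower (hypergeometric adjusted p = 9.9e-05, camera adjusted p = 8.8e-10), among them *hsp70l*, at 64.1 ± 10.8 TPM against 9.73 ± 2.47 TPM. After 24 h of cold the heme oxygenase gene *hmox1a*, a target of Nrf2, was at 78.9 ± 2.57 TPM against 10.5 ± 2.18 TPM in ctrl_96 hpf, and the Nrf2 list had 9 of 21 higher and 3 lower (hypergeometric adjusted p = 5.7e-04, camera adjusted p = 4.0e-05, adjusted p = 0.0605 with an estimated correlation). In the same larvae pancreatic enzyme genes such as *pla2g1b*, for a phospholipase, at 42.4 ± 5.49 TPM against 12.8 ± 2.72 TPM, were higher, 12 of 18 higher and 0 lower (hypergeometric adjusted p = 9.1e-08, camera adjusted p = 2.0e-06, adjusted p = 0.345 with an estimated correlation). These larvae were also 24 h older than ctrl_96 hpf, and the list rises with age, with 17 of 18 higher in ctrl_108 hpf. Against that control of the same age 17 of 18 were lower at lc_12 h.

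By 24 h of rewarming liver genes had risen, with *cyp7a1*, the rate-limiting enzyme gene of bile acid synthesis, at 32.0 ± 0.916 TPM against 4.30 ± 0.588 TPM at lc_12 h and *ttr*, for transthyretin, at 65.3 ± 1.87 TPM against 21.9 ± 3.19 TPM. The liver list had 17 of 31 higher and 0 lower (hypergeometric adjusted p = 6.5e-07, camera adjusted p = 1.1e-07, adjusted p = 0.0731 with an estimated correlation) and the bile acid list 9 of 13 higher and 1 lower (hypergeometric adjusted p = 5.9e-05, camera adjusted p = 8.6e-05). The erythrocyte anion exchanger gene *slc4a1a* was at 34.4 ± 3.17 TPM against 11.2 ± 1.24 TPM, and erythroid genes had 7 of 19 higher and 0 lower (hypergeometric adjusted p = 0.0509, camera adjusted p = 0.013, adjusted p = 0.284 with an estimated correlation). The list of established cold markers had 0 of 10 higher and 4 lower (hypergeometric adjusted p = 0.0282, camera adjusted p = 1.7e-08) at re_24 h, with the chromatin gene *hmgb3a* at 279 ± 4.34 TPM against 528 ± 37.2 TPM, and in the cold *scd*, for a fatty acid desaturase, was at 11.2 ± 1.06 TPM in lc_24 h against 1.17 ± 0.353 TPM in ctrl_96 hpf. The re_24 h larvae were also 24 h older than those of lc_12 h, and in untreated larvae 10 of 31 liver genes were higher and 3 of 10 cold markers lower at 132 than at 96 hpf. Skeletal muscle genes at re_24 h had a median log2 fold change of -0.20 (camera adjusted p = 3.1e-08, adjusted p = 0.0923 with an estimated correlation). From 96 to 132 hpf nuclear genes of oxidative phosphorylation had 1 of 44 higher and 10 lower (hypergeometric adjusted p = 0.0205, camera adjusted p = 4.0e-18), among them *atp5mc1* of the ATP synthase at 370.1 ± 12.0 TPM against 809 ± 36.6 TPM, and proteasome genes had 0 of 36 higher and 16 lower (hypergeometric adjusted p = 1.3e-07, camera adjusted p = 4.2e-24). Cytosolic ribosomal protein genes had a median log2 fold change of 0.28 over the same time (camera adjusted p = 1.3e-38).

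The ATF4 targets went from a median log2 fold change of 0.30 at re_1 h to -0.33 at re_24 h, both against lc_12 h (camera adjusted p = 0.00297 for the difference between the times), just short at re_1 h of the limit of 0.3 set for each time. Other lists turned sign as well, but those given here also missed that limit at 1 or both times. By the rule set for such a turn no list was called. Apoptosis genes went from 0.25 to -0.25 (camera adjusted p = 0.00297) and heat shock protein genes from 0.22 to -0.30 (camera adjusted p = 0.034). Liver genes turned the other way, from -0.12 to 0.69 (camera adjusted p = 0.016).

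Each count of calls was set beside the counts from other splits of the same 6 samples into 3 and 3. With 10 splits per comparison, the real one included, there are too few splits to test the real count against them. In each comparison the real split alone, 1 of 10, gave a count as large. The real count and the highest of the other splits were 61 and 1 at 97 hpf, 52 and 2 at 98 hpf, 347 and 1 at 102 hpf, 634 and 0 at 108 hpf and 3149 and 1 at 132 hpf, and in the cold 72 and 1, 190 and 5, 1227 and 1, 3834 and 2, and 8518 and 2. On rewarming they were 4268 and 29, 5234 and 21, 5548 and 3, 5410 and 2, and 5118 and 0, between the survivors 2620 and 4, and between re_24 h and ctrl_132 hpf 1544 and 1.

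More genes were called lower than higher at lc_24 h. With median-of-ratios scaling 52.4% of the called genes were higher, but that scaling itself sets the middle gene near 0, at a log2 fold change of -0.01, and so pulls a broad change toward an even split. An effect of the TPM scale and a true excess of lower genes thus cannot be told apart. A few genes that take up most of the TPM could press all others down, but the 10 most abundant genes of lc_24 h held only 1.43 percentage points more of the TPM there than in ctrl_96 hpf (12.3 ± 0.159% against 10.8 ± 0.0884%). Both scales are relative, so an overall loss of RNA per larva in the cold stays open.

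Clock genes differed between re_24 h and ctrl_132 hpf, larvae collected at the same age. The TPM scale is not enough to account for it, since 31 of 42 were called with median-of-ratios scaling. If 12 h of cold had held the clock back by as much, re_24 h should stand to ctrl_132 hpf as ctrl_96 hpf does to ctrl_108 hpf, and the slope of the 1 difference on the other over the 42 genes was 1.23 (1.21 to 1.30 with 1 gene left out, r = 0.926, rank correlation 0.943, permutation p = 1e-05, the smallest possible). Slower development by a day would place re_24 h nearest to ctrl_108 hpf, but its root mean square distance in log2 units was 0.926 to ctrl_108 hpf, 0.33 to ctrl_96 hpf and 1.11 to ctrl_132 hpf, a ratio of 2.81 between the first and second (2.59 to 2.90 with 1 gene left out). A clock that was held back during the cold may explain the pattern, but a reset by the rewarming itself stays open, as the light cycle is not stated in the paper's text. Slower development by 12 h, the length of the cold, has no untreated control of the matching age. It could not be tested and stays open as well.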
